# The Cycad Genotoxin MAM Modulates Brain Cellular Pathways Involved in Neurodegenerative Disease and Cancer in a DNA Damage-Linked Manner

**DOI:** 10.1371/journal.pone.0020911

**Published:** 2011-06-23

**Authors:** Glen E. Kisby, Rebecca C. Fry, Michael R. Lasarev, Theodor K. Bammler, Richard P. Beyer, Mona Churchwell, Daniel R. Doerge, Lisiane B. Meira, Valerie S. Palmer, Ana-Luiza Ramos-Crawford, Xuefeng Ren, Robert C. Sullivan, Terrance J. Kavanagh, Leona D. Samson, Helmut Zarbl, Peter S. Spencer

## Abstract

Methylazoxymethanol (MAM), the genotoxic metabolite of the cycad azoxyglucoside cycasin, induces genetic alterations in bacteria, yeast, plants, insects and mammalian cells, but adult nerve cells are thought to be unaffected. We show that the brains of adult C57BL6 wild-type mice treated with a single systemic dose of MAM acetate display DNA damage (*O* ^6^-methyldeoxyguanosine lesions, *O* ^6^-mG) that remains constant up to 7 days post-treatment. By contrast, MAM-treated mice lacking a functional gene encoding the DNA repair enzyme *O* ^6^-mG DNA methyltransferase (MGMT) showed elevated *O* ^6^-mG DNA damage starting at 48 hours post-treatment. The DNA damage was linked to changes in the expression of genes in cell-signaling pathways associated with cancer, human neurodegenerative disease, and neurodevelopmental disorders. These data are consistent with the established developmental neurotoxic and carcinogenic properties of MAM in rodents. They also support the hypothesis that early-life exposure to MAM-glucoside (cycasin) has an etiological association with a declining, prototypical neurodegenerative disease seen in Guam, Japan, and New Guinea populations that formerly used the neurotoxic cycad plant for food or medicine, or both. These findings suggest environmental genotoxins, specifically MAM, target common pathways involved in neurodegeneration and cancer, the outcome depending on whether the cell can divide (cancer) or not (neurodegeneration). Exposure to MAM-related environmental genotoxins may have relevance to the etiology of related tauopathies, notably, Alzheimer's disease.

## Introduction

We describe mouse brain cell-signaling pathways that are perturbed by the aglycone (methylazoxymethanol, MAM) metabolite of a plant genotoxin (MAM-glucoside, cycasin) that is strongly associated with a declining neurodegenerative disease: Western Pacific amyotrophic lateral sclerosis and parkinsonism-dementia complex (ALS-PDC). This disease is clinically related to amyotrophic lateral sclerosis, atypical parkinsonism, and Alzheimer's dementia (AD) [1]–[6]. As with AD and certain other human neurodegenerative disorders, the cellular neuropathology of ALS-PDC is hallmarked by neurofibrillary tangles composed of paired helical filaments containing abnormally hyperphosphorylated forms of the microtubule-stabilizing protein tau [3], [6].

Western Pacific ALS-PDC, a prototypical neurodegenerative disorder apparently of environmental origin, has been highly prevalent in three genetically distinct island populations: (a) Japanese in the Kii Peninsula of Honshu Island, (b) Papuan New Guineans in West Papua, Indonesia, and (c) Chamorros on Guam and Rota in the Mariana Islands, migrants from Guam, and a few North American (Caucasian) and Filipino immigrants to Guam [6]–[8]. All three affected populations used the neurotoxic cycad seed for medicinal purposes [9]–[11]. On Guam, where ALS-PDC has been studied scientifically for over 60 years [4], the disease has been repeatedly linked to ingestion of food derived from cycad seed, with highly significant correlations for the cycasin content of cycad flour and for ALS and PD forms of the disease in both males and females [1], [5], [12], [13]. Diminishing use of cycad seed for food and/or medicine as affected populations adopt modern lifestyles is consistent with the progressive decline in disease prevalence in all three geographic isolates of ALS-PDC [11].

Cycasin and its aglycone methylazoxymethanol (MAM) are established developmental neurotoxins. MAM acetate damages neuronal DNA, modulates brain molecular networks and arrests regional brain development when administered systemically to postnatal day-3 mice [14], [15], but the adult rodent brain has been seen as largely refractory to the genotoxin [16], [17]. The promutagen MAM is also an established hepatotoxin and experimental carcinogen [18]. In fact, rodents that have been chronically treated with the MAM precursor azoxymethane (AOM) are widely used as models for investigating the pathogenesis and chemoprevention of human colon carcinoma [19]. Unfortunately, while recent (1998–2002) cancer data are available for Guam [20], longitudinal trends in cancer prevalence comparable to those available for Guam ALS-PDC are unknown.

We undertook this study of the adult mouse brain to test the hypothesis that the DNA-damaging properties of MAM, which are mutagenic and tumorigenic in cycling cells of the colon epithelium [19], activate molecular networks associated with the degeneration of post-mitotic neurons in neurodegenerative disease. While the relationship between environment-induced DNA damage, mutagenesis and malignancy is well accepted, non-nuclear mechanisms are usually considered to underpin neurodegenerative diseases. However, unlike most organs, the adult human brain has a low or absent capacity to repair alkylation-induced DNA damage [21], [22], with implications for long-term survival and eventual degeneration of nerve cells [23]. We addressed the aforementioned hypothesis by comparing the relationship between MAM-induced DNA damage (*O* ^6^-methyldeoxyguanosine, *O* ^6^-mG) and gene expression patterns in the brains of adult mice that are functionally proficient (wild type, wt) and deficient (*Mgmt^−/−^*) in the repair of *O* ^6^-mG, the latter lacking the gene coding for the specific DNA repair enzyme *O* ^6^-mG methyltransferase [24]. Two separate laboratories treated groups of wt and *Mgmt^−/−^* mice with a single systemic dose of MAM, and the combined data were mined for common brain transcriptional profiles. A third laboratory conducted blinded analyses of brain *O* ^6^-mG levels.

We present evidence that signaling pathways associated with human neurodegenerative disease are activated in mature mouse brain as the result of unrepaired MAM-induced DNA damage. These pathways involve receptors for certain neurotransmitters, including ionotropic and metabotropic neuronal receptors for glutamate, an excitatory neurotransmitter with the potential to kill nerve cells. While these findings support a role for MAM in the etiology of ALS-PDC, perhaps acting as a “slow toxin” via persistent DNA damage in nerve cells subject to continuous glutamate neurotransmission, they do not exclude a role for other cycad neurotoxins or genetic factors.

We also demonstrate that MAM-induced DNA damage modulates signaling pathways in the mouse brain that are associated with cancer, as well as neurodegeneration, the two phenotypes possibly representing responses of cycling and non-cycling cells, respectively. Others have proposed links between neurodegeneration/cancer and cell cycle regulation, DNA repair, response to oxidative stress [25], [26], aberrant wingless and proto-oncogene Int-1 (Wnt) signaling [27], glycogen synthase kinase 3 *beta* (GSK3β) regulation [28], modulation of tumor protein (TP53 or P53) expression [29], and perturbations of tau in AD and prostate cancer [30]. Chronic inflammation is another characteristic feature of both cancer and AD [31].

## Results

### Organ Response to MAM

A preliminary study was carried out to determine the immediate transcriptional responses of the mouse wt brain to systemic treatment with MAM relative to that of a non-neural tissue (liver) that is specifically targeted in humans with acute cycad toxicity. 

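Foxo1, a forkhead transcription factor restrained by insulin signaling, and Elk1, a transcription factor phosphorylated by ERK, differed after MAM in wt brain at 6 hr without passing the test. Nsmf, which carries synaptic signals to the nucleus, and Col4a1, a collagen of vascular basement membranes, had differences of similar size. In log2 units, MAM minus vehicle in the 2 sets of animal numbers was 0.32 and 0.26 for Foxo1, 0.35 and 0.27 for Elk1, 0.13 and 0.29 for Nsmf and 0.27 and 0.36 for Col4a1. These genes are among those with the smallest p values, and none of them passed the test (adjusted p = 0.87 for Foxo1, limma).

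The animal numbers fall into 2 sets within each genotype (number sets 1 and 2), taken here to be the 2 study sites because each set holds 2 or 3 animals of every treatment group; which set belongs to which site is not given in the sources used here. Across all probe sets, the MAM effects of the 2 sets in wt brain had a Pearson correlation of 0.149 (0.162 among the brighter probe sets), and 54.6% had the same sign. Number set 1 gave 0 genes and number set 2 gave 0 genes when tested alone with 3 animals per group. Liver was not analysed here.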

Comparable patterns of gene expression were found for the two tissues at the two study sites. 

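Cdkn1a, the cell-cycle inhibitor that p53 induces after DNA damage, differed by 0.59 log2 units between MAM and vehicle in wt brain at 6 hr. The 25 immediate early genes, whose transcription follows neuronal activity, had a median of -0.06 (adjusted p = 0.0026, or 0.88 with an estimated correlation between genes). Tmem45a, a membrane protein, and Qpctl, a glutaminyl cyclase of the Golgi, had among the smallest p values of single genes, with 0.32 and 0.32.

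At this time 0 genes passed the test in wt brain with limma. An ordinary linear model gave 0, array weights gave 0 and cyclic loess normalization gave 0. Without adjustment, 990 of 17732 probe sets (5.58%) had p under 0.05, and the smallest adjusted p was 0.575. Genes of the liver, such as those for albumin and fibrinogen, had a median of -0.26 in wt brain after MAM (adjusted p = 3.1e-07, or 0.88 with an estimated correlation).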

Whereas the liver (a primary target of cycad toxicity in humans and rodents) showed a robust response to MAM, relatively few changes were noted in the brain (Fig. 1).

**Figure 1:**
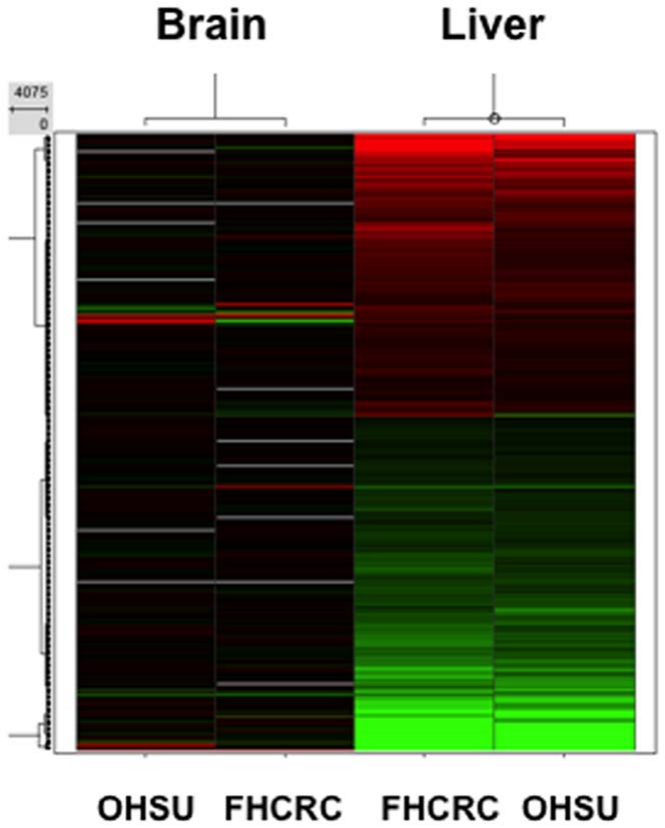
Heat map comparing the post-treatment (6 hr) transcriptional response of brain and liver (positive control) of wt mice to a single intraperitoneal dose of MAM. The experiment was conducted at two independent laboratories using identical protocols. Green denotes down-regulation and red up-regulation of gene expression. OHSU: Oregon Health & Science University. FHCRC: Fred Hutchinson Cancer Research Center.

### DNA Damage

Brain tissue of wt and *Mgmt^−/−^* mice showed minimal detectable quantities (MDQ, see Methods) of *O^6^*-mG DNA lesions at 6 hr, 24 hr, 48 hr, and 168 hr following treatment with vehicle. After a single dose of MAM, the time-course of DNA damage in brain vs. liver (positive control) yielded fairly consistent data at the two independent study sites (Fig. 2). Levels of *O^6^*-mG were three orders of magnitude lower in brain than liver for both wt and *Mgmt^−/−^* mice. Significant deviation between the responses of wt and *Mgmt^−/−^* brain (*p<0.01*) and liver (*p<0.01*) was found at 48 hr, and this was maintained until 168 hr post MAM treatment (Table S1) [32]–[34]. While DNA damage was maintained at low (brain) or declining (liver) levels in the tissues of wt animals, there was persistence of the relatively higher levels of *O^6^*-mG DNA lesions in both tissues of *Mgmt^−/−^* mice. In sum, *O^6^*-mG lesions in both organs were much higher in *Mgmt^−/−^* vs. wt mice, and the DNA damage remained elevated in the brains of both wt and *Mgmt^−/−^* mice.

**Figure 2:**
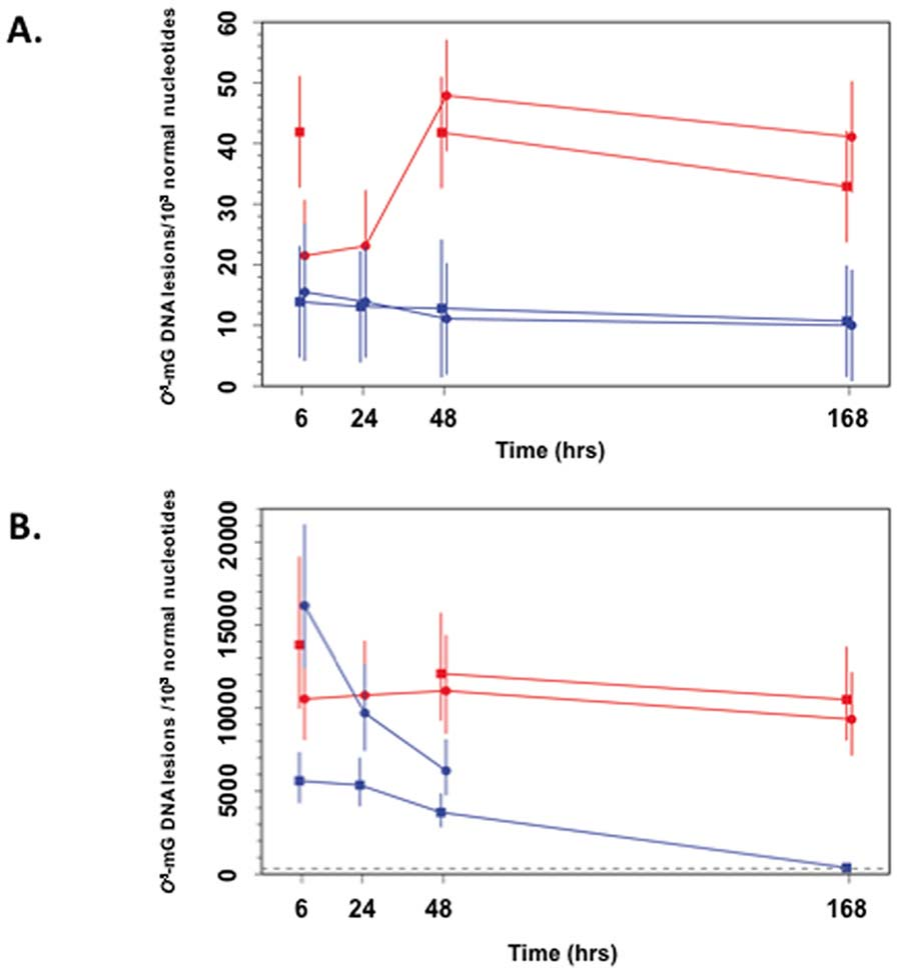
Time-course of *O^6^*-methylguanosine (*O^6^*-mG) DNA damage in the brain (A) and liver (B) of wt (blue) and *Mgmt^−/−^* (red) mice following a single intraperitoneal dose of MAM. Results for the two study sites are shown as separate red and blue lines. The plotting symbols (OHSU: circle; FHCRC: square) denote the estimated medians; lines extend ±2 standard errors from the medians. DNA damage (*O^6^*-mG) is three orders of magnitude higher in the liver than in brain, and the significantly elevated *O^6^*-mG levels in *Mgmt^−/−^* vs. wt tissues at 48 hr are maintained at 168 hr post MAM treatment. Discontinuities in the red and blue lines are attributed to technical errors or where samples were not collected. The dashed gray line in **B** denotes the maximum observed *O^6^*-mG level in the brain (∼330 lesions per 10^8^ normal nucleotides).

### Brain Transcriptional Profiles

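Mgmt encodes the methyltransferase that removes the methyl group from O6-methylguanine, and its loss defines the repair-deficient mice. Its 1 probe set had group means between 5.61 and 5.87 log2 units in all 16 groups. Mgmt-/- minus wt was 0.04, 0.05, -0.13 and 0.02 in vehicle at 6, 24, 48 and 168 hr and -0.12, 0.07, -0.03 and 0.07 after MAM, with no call. Where this probe set lies relative to the deleted part of Mgmt is not given in the sources used here, so its level does not check the genotype labels. The 23 measured neighbors of Mgmt on chromosome 7 had a median of 0.02 in Mgmt-/- against wt vehicle at 6 hr (adjusted p = 0.90) and 0.03 at 48 hr (adjusted p = 0.83).

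Half-brains of male wt and Mgmt-/- mice were measured on 94 arrays (Affymetrix Mouse Genome 430 2.0). The animals had received vehicle or 20 mg/kg MAM 6, 24, 48 or 168 hr earlier, 6 per group except 5 for wt vehicle at 48 hr and 5 for wt MAM at 168 hr. The authors' log2 values (RMA, affy) were used as deposited for all probe sets, of which 34958 name 1 gene and 18194 genes are named. Each time point was fitted alone with limma, with terms for genotype, treatment, their interaction and laboratory (the 2 number sets). As in the paper, probe sets whose effects differed between laboratories were set aside, and a gene was called when a remaining probe set passed the false discovery rate of 0.05 with a fold change above 1.3. The kept share was 39.3%, 47.9%, 78.8% and 80.3% of probe sets at 6, 24, 48 and 168 hr. At 168 hr the array labelled with animal A343 (Mgmt-/- MAM) carries liver transcripts (median of 12 liver genes 13.59 against at most 6.85 log2 units on the other arrays), so results there are also given without it.

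Gapdh and beta-actin (Actb) have control probe sets at both ends of their transcripts, and the 3' minus 5' signal (RNA 3'/5' index) follows RNA quality. In Mgmt-/- brain this index was higher after MAM than after vehicle by 0.199 at 6 hr (exact permutation p = 0.005), 0.146 at 24 hr (exact permutation p = 0.005) and 0.117 at 48 hr (exact permutation p = 0.01). At 168 hr the difference was -0.037 without animal A343 (exact permutation p = 0.68), with opposite directions in the number sets. The MAM arrays were below every vehicle array in number set 1 (0.471 and 0.514 against 0.581 to 0.792). They were above every vehicle array in number set 2 (0.510 to 0.553 against 0.393 to 0.493). In wt brain the differences were 0.064, 0.063, 0.001 and 0.063, with exact permutation p = 0.12, 0.02, 0.99 and 0.015. At 6 hr the group means were 0.313 (wt vehicle), 0.378 (wt MAM), 0.434 (Mgmt-/- vehicle) and 0.633 (Mgmt-/- MAM).

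**Figure D1:**
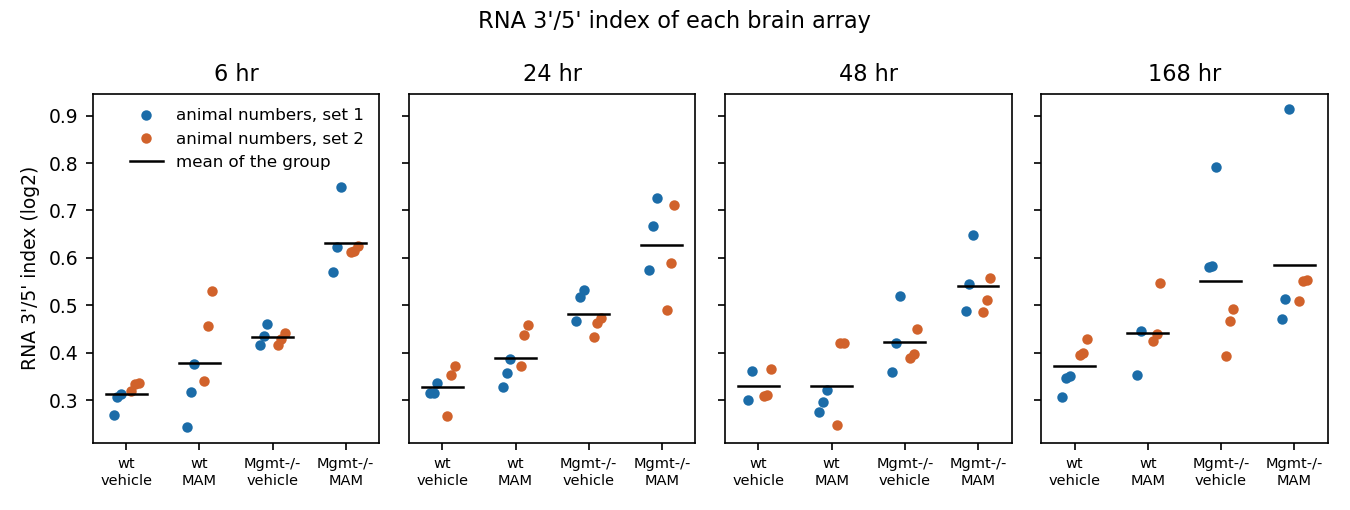
RNA 3'/5' index (3' minus 5' log2 signal of the Gapdh and beta-actin control probe sets) of each array, by time after injection and by group. Points are animals coloured by number set, and lines are group means.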

Analyses were performed on data aggregated from two laboratories. No significant differences in gene expression were noted in the brains of wt mice treated with MAM vs. vehicle. By contrast, significant modulation of gene expression was present in the brains of similarly treated *Mgmt^−/−^* mice. 

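Malat1, a long nuclear RNA, Esco1, a cohesin acetyltransferase, and Tbl1xr1, a subunit of a corepressor complex, had the largest differences among the genes with the smallest p values in wt brain at 48 hr. MAM minus vehicle was 1.06 for Malat1 (0.81 in number set 1 and 1.16 in number set 2), 0.76 for Esco1 (0.57 and 0.90) and 0.87 for Tbl1xr1 (0.57 and 1.09). At 24 hr Zfx, a zinc-finger transcription factor, differed by -0.87 and Rrm2b, the p53-inducible subunit of ribonucleotide reductase, by -0.92. At 168 hr Pds5a, a cohesin regulator, differed by 0.34 and Klf2, a transcription factor of endothelium, by 0.53. None of these passed the test, and the smallest adjusted p in wt brain was 0.057 at 24 hr, 0.06 at 48 hr and 1.00 at 168 hr, or 0.67 there without animal A343 (limma).

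The count of wt genes passing with limma was 0 at 24 hr, 0 at 48 hr and 0 at 168 hr. Without adjustment p was under 0.05 for 1560 of 21614 probe sets (7.22%) at 24 hr, 5356 of 35550 probe sets (15.1%) at 48 hr and 644 of 36198 probe sets (1.78%) at 168 hr, or 1285 of 32025 probe sets (4.01%) there without animal A343. The effect averaged over the 4 time points gave 0 genes, with 1851 probe sets at unadjusted p under 0.05 and a smallest adjusted p of 0.772, or 3012 probe sets and 0.231 without animal A343. An ordinary linear model gave 0, 0 and 0 genes at 24, 48 and 168 hr, while array weights gave 53, 172 and 12. Cyclic loess normalization gave 3 genes at 24 hr and 1 at 48 hr. Number set 1 alone gave 0 genes at 24 hr and 0 at 48 hr, and number set 2 alone gave 272 and 567. Leaving out animal A115 gave 207 genes at 48 hr, and leaving out animal A109 gave 14 genes at 24 hr.

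The p53 targets, which respond to DNA damage, had medians of 0.06, 0.01, 0.04 and 0.00 in wt brain at 6, 24, 48 and 168 hr (adjusted p = 0.27, 0.88, 0.40 and 0.35, camera). The alkylation and mismatch repair genes had 0.10, 0.01, 0.01 and -0.02 (adjusted p = 0.29, 0.94, 0.81 and 0.86). The glucocorticoid-responsive genes were higher at 24 hr (median 0.16, adjusted p = 3.0e-06, 0.06 with an estimated correlation). The nuclear-retained and long RNAs were higher at 48 hr (median 0.20, adjusted p = 4.1e-04, 0.45 with an estimated correlation) and the interferon response genes at 168 hr (median 0.26, adjusted p = 1.8e-06, 0.43 with an estimated correlation).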

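Grm5, the metabotropic glutamate receptor 5 of excitatory synapses, and Dnmt3a, the enzyme that sets new DNA methylation in neurons, fell in Mgmt-/- brain at 6, 24 and 48 hr after MAM. Smg1, a kinase of nonsense-mediated RNA decay, fell at 6 and 48 hr. Atrx, a chromatin remodeler, and Gad2, an enzyme of GABA synthesis, fell at 24 and 48 hr. Alb (serum albumin) and Serpina1c (a circulating protease inhibitor), both made in liver, rose at 6 hr, and Serpina1c also at 24 hr.

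For Grm5 MAM minus vehicle was -1.51 (SE 0.22, adjusted p = 4.2e-04) at 6 hr, -1.64 (SE 0.15, adjusted p = 1.3e-06) at 24 hr and -1.47 (SE 0.22, adjusted p = 0.0013) at 48 hr, in log2 units and by limma. The 6 hr value was -1.47 in number set 1 and -1.55 in number set 2. For called genes, here and below, the values of the 2 number sets are alike in part by selection and are not replication. The laboratory filter set aside probe sets whose effects differed, and all 324 probe sets called at 6 hr had the same sign in both sets. Dnmt3a changed by -1.13 (SE 0.24, adjusted p = 0.0072), -1.42 (SE 0.14, adjusted p = 3.3e-06) and -1.57 (SE 0.24, adjusted p = 0.0016) at the same times (-1.41 and -1.73 in number sets 1 and 2 at 48 hr). Smg1 changed by -1.47 at 6 hr and -1.76 at 48 hr, Atrx by -1.62 and -1.52 at 24 and 48 hr, and Gad2 by -1.40 and -1.27. Prkg1, a cGMP-dependent kinase, fell by 1.37 at 24 hr. Gpd2, the mitochondrial glycerol-phosphate dehydrogenase, fell by 1.17 at 24 hr, and Nedd4, a ubiquitin ligase, by 0.99 at 6 hr. At 48 hr Ntrk2, the receptor of BDNF, fell by 1.18 and Ctcf, an organizer of chromatin loops, by 1.16. In all, 23 genes fell at all of 6, 24 and 48 hr, among them Anks1b, Cabin1, Pde1a, Stk39, Synj1 and Luc7l. With the RNA 3'/5' index as a covariate Synj1 and Luc7l no longer fell at 6 hr (0.003 and 0.038).

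Among the genes that rose, Alb changed by 2.31 (SE 0.53, adjusted p = 0.011) at 6 hr (2.88 in number set 1 and 1.73 in number set 2) and Serpina1c by 1.76 at 6 hr and 1.81 at 24 hr. Alb also varied without MAM. At 6 hr it was 4.976 to 7.056 log2 units in Mgmt-/- vehicle, 7.178 to 9.725 in Mgmt-/- MAM and 6.166 to 8.348 in wt vehicle. A wt vehicle array at 168 hr (animal A123) had 10.662. Traces of liver RNA were not tested for these rises, so a response of brain cannot be told apart from them. Malat1 rose by 0.80 at 6 hr and 0.90 at 48 hr, and Vwf, the von Willebrand factor of endothelium, by 0.76 at 48 hr. Cpeb2, a regulator of translation, rose by 1.15 at 24 hr but was called lower at 48 hr. The liver genes were higher as a group at 6 hr (median 0.61, adjusted p = 4.9e-05, 0.97 with an estimated correlation) and 24 hr (median 0.47, adjusted p = 5.3e-06, 0.73 with an estimated correlation), with 2 called at 6 hr and 6 when adjusted over the list alone. The count over the list alone uses only the brightest probe set of each gene, while a call can rest on any of them.

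At the median the fall was not shared by the brightest other probe set of the same gene. Some of these other probe sets fell too, 25, 16 and 11 of them at unadjusted p under 0.05 at 6, 24 and 48 hr. Of the genes falling at 48 hr that have another probe set, the called probe set had a median of -0.62 and the brightest other probe set 0.00. At 24 hr the medians were -0.56 and 0.00, and at 6 hr -0.51 and 0.00. The brightest other Grm5 probe set had -0.05 at 6 hr and that of Dnmt3a 0.11. Rises had a like limit. Of the genes rising at 6 hr that have another probe set, the called probe set had a median of 0.46 and the brightest other 0.06. With the RNA 3'/5' index as a covariate 1 of 99, 0 of 17 and 3 of 9 probe sets higher at 6, 24 and 48 hr stayed called. At 6 hr their median went from 0.465 to 0.366 and the median SE from 0.106 to 0.169. With the RNA 3'/5' index as a covariate, 3 of 225, 15 of 134 and 18 of 155 probe sets lower at 6, 24 and 48 hr stayed called, while the median of all these probe sets went from -0.48, -0.56 and -0.64 to -0.32, -0.49 and -0.61 and the median SE from 0.11, 0.11 and 0.12 to 0.17, 0.16 and 0.16.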

Analyses were first performed to determine the transcriptional response to MAM in *Mgmt^−/−^* mice and, secondly, to explore the MAM vs. vehicle effect in each genotype and whether the modulation of the effect differed between the genotypes. Subsequently, Ingenuity® pathway analysis (IPA) was used to identify the most significantly enriched biofunctions for each data set by combining significant gene expression changes at all time-points and comparing these data. Gene expression changes were also anchored to *O^6^*-mG DNA lesions to determine which genes were modulated by DNA damage. A third analysis, which combined the first two analyses, was used to explore Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways perturbed by MAM relative to vehicle that were either unique to *Mgmt^−/−^* or that differed between the two genotypes. The top KEGG pathways were determined using DAVID (the Database for Annotation, Visualization and Integrated Discovery) bioinformatics software [35], [36].

Initial studies were conducted to determine the response of the brain transcriptome to MAM vs. vehicle in DNA repair-deficient mice. 

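Sgk1, a kinase induced by glucocorticoids, Fkbp5, a co-chaperone of the glucocorticoid receptor, Plin4, a coat protein of lipid droplets, and Sult1a1, a sulfotransferase, rose in Mgmt-/- brain 168 hr after MAM. Nfkbia, the inhibitor of NF-kB and itself a glucocorticoid target, rose at the same time. Enzymes of cholesterol synthesis, among them Msmo1, Idi1, Cyp51, Mvd and Hmgcs1, fell, as did Ugt8a and Opalin of myelin-forming oligodendrocytes.

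Without the array of animal A343, MAM minus vehicle at 168 hr was 1.67 (SE 0.13, adjusted p = 1.5e-07) for Sult1a1 (1.66 in number set 1 and 1.69 in number set 2), 1.58 (SE 0.15, adjusted p = 4.0e-06) for Sgk1 (1.88 and 1.36), 1.24 (SE 0.18, adjusted p = 8.2e-04) for Plin4 (0.76 and 1.62) and 0.94 (SE 0.11, adjusted p = 4.3e-05) for Fkbp5 (0.99 and 0.94). Each of these genes was above every vehicle array on all 5 remaining MAM arrays. Nfkbia rose by 0.68 and Xdh, the xanthine dehydrogenase, by 1.12. The 28 glucocorticoid-responsive genes were higher as a group (median 0.43, adjusted p = 7.6e-36, or 0.0027 with an estimated correlation), with 13 called and 22 higher when adjusted over the list alone. Their median was 0.54 in number set 1, 0.41 in number set 2 and 0.05 in wt brain (adjusted p = 0.018, 0.53 with an estimated correlation). The glucocorticoid-responsive list was also higher in Mgmt-/- brain at 6 hr (median 0.25, adjusted p = 1.1e-04) and 48 hr (median 0.25, adjusted p = 3.9e-09) and in wt brain at 6 hr (median 0.15, adjusted p = 0.043) and 24 hr (median 0.16, adjusted p = 3.0e-06), with adjusted p of 0.98, 0.59, 0.91 and 0.06 with an estimated correlation, and at 6 hr number set 2 alone gave -0.13 in Mgmt-/- and -0.07 in wt brain. The cholesterol synthesis genes were lower (median -0.30, adjusted p = 1.8e-13, 0.032 with an estimated correlation), with -0.55 for Msmo1, -0.49 for Idi1, -0.46 for Cyp51, -0.40 for Mvd and -0.39 for Hmgcs1. In the same comparison the hypothalamus (median -0.24, adjusted p = 6.2e-04, 0.31 with an estimated correlation), microglia (median -0.21, adjusted p = 7.2e-06, 0.33 with an estimated correlation), endothelium (median -0.15, adjusted p = 0.011, 0.31 with an estimated correlation) and oligodendrocytes (median -0.12, adjusted p = 0.045, 0.70 with an estimated correlation) lists were lower and the striatum list (median 0.15, adjusted p = 0.0012, 0.31 with an estimated correlation) was higher. Ugt8a fell by 0.79 and Opalin by 0.59.

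**Figure D2:**
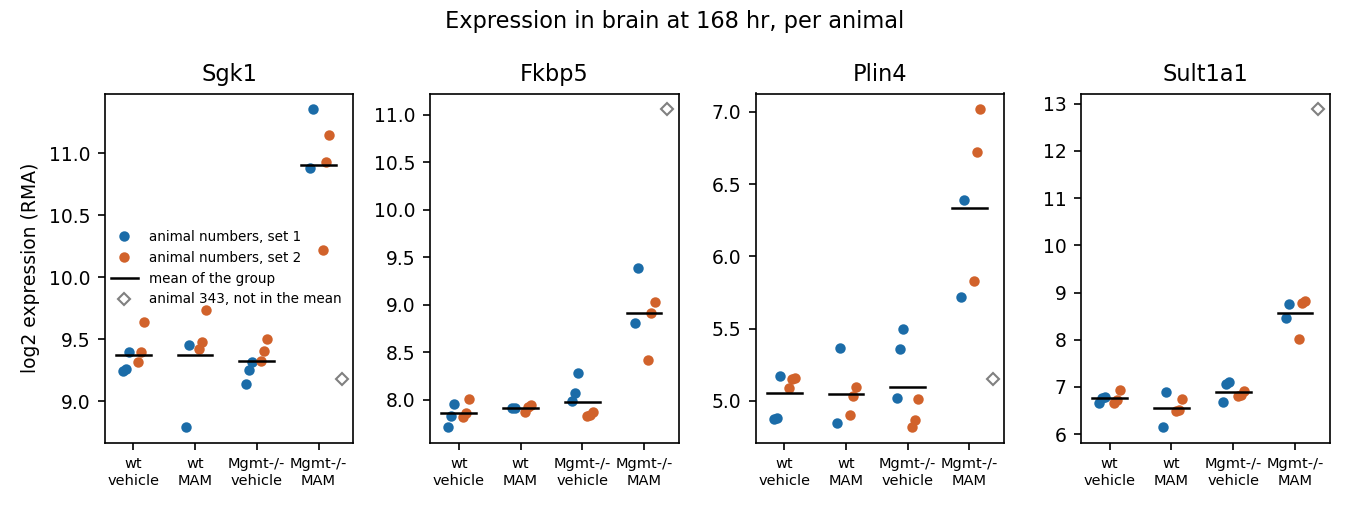
Log2 values of Sgk1, Fkbp5, Plin4 and Sult1a1 at 168 hr in each animal of the 4 groups. Points are animals, lines are group means, and the grey diamond is animal A343, which is left out of the mean.

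By time point, 1.54, 0.682 and 0.742% of the 18194 genes measured were called in Mgmt-/- brain at 6, 24 and 48 hr, with 78, 13 and 9 genes higher and the others lower. At 168 hr the share was 0.044% (8 genes), or 0.709% without animal A343. Over the time points 430 genes were called at least once, 98 of them higher and 334 lower (541 genes without animal A343). Number set 1 alone gave 2.64, 2.38 and 0.907% of the genes at 6, 24 and 48 hr, and number set 2 alone 25.9, 8.58 and 0.203%. An ordinary linear model gave 0.253% at 48 hr. Leaving out 1 array gave 0.357 (animal A911), 0.434 (animal A333), 0.445 (animal A309) or 1.07% (animal A909) at 24 hr and 0.456 (animal A315 or A917) or 1.41% (animal A317) at 48 hr. The correlation between the effects of the 2 sets was -0.376 at 6 hr, -0.194 at 24 hr, 0.129 at 48 hr and -0.087 at 168 hr without animal A343. With the RNA 3'/5' index as a covariate 7, 13 and 20 genes were called at 6, 24 and 48 hr, and 148 at 168 hr without animal A343. The paper counts genes over all time points together.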

The first set revealed 362 genes (of 41,000) that were differentially expressed in the brains of *Mgmt^−/−^* mice treated with MAM vs. vehicle (Table 1). Of these 362 genes, 57 were highly correlated (*r>0.7*) with *O* ^6^-mG levels. The four most significant disease biological functions corresponded to Neurological Disease (133 genes), Psychological Disorders (65 genes), Cancer (105 genes) and Genetic Disorder (170 genes). A list of the genes associated with each of these biological functions is provided in the supplemental data (Table S2).

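Kcnd2, a potassium channel of dendrites, fell by 0.52 at 6 hr and Nlgn1, a neuroligin of excitatory synapses, by 0.72 at 24 hr in Mgmt-/- brain after MAM. Dab1, the adaptor of reelin signaling, fell by 1.03 at 6 hr and Mapt, the microtubule protein tau, by 0.63 at 24 hr. Slc2a3, the neuronal glucose transporter, fell by 0.72 at 6 hr and Cdh13, a cadherin of axons, by 0.95 at 24 hr. In the Cancer category, Ctnnb1 (beta-catenin) fell by 0.46 and Ccnd2, a cyclin of the G1 phase, by 0.44 at 6 hr, while Rb1cc1, a protein of autophagy, fell by 1.16 at 24 hr. Dlg2, a scaffold of the postsynaptic density, rose by 0.66 and Sox9, an astrocyte transcription factor, by 0.45 at 24 hr.

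Of the genes in Table S2, 182 of 195 have a probe set naming 1 gene, and 179 of these were called at 1 or more time points, 37 higher and 144 lower. By category the shares called were 99.2% for Neurological Disease (22 genes higher), 100% for Psychological Disorders (9 genes higher), 97.9% for Cancer (21 genes higher) and 98.8% for Genetic Disorder (30 genes higher), the others called being lower. With the RNA 3'/5' index as a covariate 31 of the Table S2 genes were called, and with an ordinary linear model 174. Number set 1 alone called 75 of them and number set 2 alone 161. The authors chose these genes on the same samples, so the counts show how the 2 calculations meet and are not independent evidence.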

**Table 1:** Top MAM-sensitive biological functions in *Mgmt^−/−^* mouse brains.

Diseases & Disorders	*Mgmt* ^−/−^ treated with MAM *vs.* vehicle (N = 362)	*Mgmt* ^−/−^ treated with MAM *vs.* vehicle (N = 57) anchored to *O* ^6^-mG
Neurological Disease	133	32
Psychological Disorders	65	19
Cancer	105	40
Genetic Disorder	170	23

Pathway analysis showing the four most significant biological functions altered in at least one time point in the brains of MAM-treated vs. vehicle-treated *Mgmt^−/−^* mice. The center column shows 362 genes that were significantly modulated by MAM, of which 57 genes individually satisfied criteria for DNA lesion anchoring (right).

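Bdnf, the neurotrophin released at active synapses, Gria4, an AMPA receptor subunit, and Camk2d and Camk4, kinases activated by calcium and calmodulin, fell in Mgmt-/- brain 6 hr after MAM. Cabin1, an inhibitor of calcineurin, fell at 6, 24 and 48 hr, and Camk1d, another calmodulin-dependent kinase, fell at 48 hr. Nts (neurotensin), a neuropeptide, and Etv5, a transcription factor induced by growth factors, fell at 6 hr. Mt3, a metallothionein of brain, and Cpe, a carboxypeptidase that processes neuropeptides, rose at 6 hr.

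MAM minus vehicle at 6 hr was -0.65 (SE 0.14, adjusted p = 0.0074) for Bdnf (-0.62 in number set 1 and -0.68 in number set 2), -0.69 (SE 0.13, adjusted p = 0.0033) for Gria4 (-0.92 and -0.46) and -1.06 (SE 0.28, adjusted p = 0.025) for Camk4 (-1.34 and -0.78). Camk2d fell by 0.54, Nts by 0.72 and Etv5 by 0.50, while Mt3 rose by 0.42 and Cpe by 0.52. Cabin1 fell by 0.63, 0.60 and 0.65 at 6, 24 and 48 hr, and Camk1d by 1.27 at 48 hr. The brightest other probe sets of Bdnf and Gria4 had -0.06 and 0.18 at 6 hr, and those of Cabin1 and Camk1d had -0.06 and -0.13 at 48 hr. All 25 of 25 shaded genes of Fig. 3 with a probe set were called, 20 lower and 5 higher. The authors selected them on these samples.

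The gene lists were fixed before the data were examined but cover pathways of the paper. They can hold genes that the authors chose on these samples, so members called are not independent evidence. As groups, the calcium and calmodulin signaling genes had medians of 0.02, 0.02 and -0.04 at 6, 24 and 48 hr (adjusted p = 0.87, 0.87 and 0.31, camera), with 4, 2 and 4 members called lower and 3, 2 and 1 when adjusted over the list alone. The glutamate receptors passed at 48 hr (median -0.09, adjusted p = 0.0066, 0.59 with an estimated correlation), with 1 member called lower and 2 when adjusted over the list alone. The NF-kB signaling genes had medians of 0.04, 0.03 and 0.00 (adjusted p = 0.57, 0.83 and 0.86), with no member called at these times. MicroRNA was not analysed here.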

The most significant molecular networks derived from MAM-triggered, differentially expressed genes (362 genes) revealed hubs involving NF-κB (nuclear factor of *kappa* light polypeptide gene enhancer in B-cells), calcium-binding proteins (i.e., calcineurin, calmodulin), brain-derived neurotrophic factor (BDNF), glutamate receptors *N*-methyl-D-aspartate (NMDA) and alpha-amino-3-hydroxy-5-methyl-4-isoxazolepropionic acid (AMPA), CREB (cyclic AMP response element-binding), and microRNA1 (MIR1-1) (Fig. 3). 

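Stk39, a kinase that links osmotic stress to p38 MAPK, fell in Mgmt-/- brain at 6, 24 and 48 hr after MAM. Prkar1a and Prkar2a, regulatory subunits of protein kinase A, fell at 6 hr and at 48 hr. Hsph1, a large heat-shock protein, fell at both of these times. Nras, a GTPase at the head of the ERK cascade, and Mknk2, a kinase activated by ERK and p38, rose at 6 hr.

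Stk39 fell by 0.74, 0.69 and 0.83 at 6, 24 and 48 hr, and the brightest other Stk39 probe set had -0.22, -0.20 and -0.07. Prkar1a fell by 0.40 at 6 hr and Prkar2a by 0.61 at 48 hr, and Hsph1 fell by 0.41 and 0.49. Nras rose by 0.40 (0.28 in number set 1 and 0.52 in number set 2) and Mknk2 by 0.38 (0.41 and 0.34). With the RNA 3'/5' index as a covariate only 1 of 99 probe sets higher at 6 hr stayed called. Dixdc1, a component of Wnt signaling, fell by 0.61 and Col4a1 rose by 0.41 at 6 hr. Of the shaded genes of Fig. 4, 17 of 17 with a probe set were called (13 lower and 4 higher). Their choice rests on these samples. Trp53 itself and lesion levels per animal were not analysed here.

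The MAPK signaling genes did not pass as a group in Mgmt-/- brain (medians 0.00, 0.04 and -0.05 at 6, 24 and 48 hr, adjusted p = 0.77, 0.36 and 0.079, camera), with 2 called higher and 4 lower at 6 hr (4 and 6 when adjusted over the list alone). The p53 targets had medians of 0.06, -0.02 and 0.03 (adjusted p = 0.31, 0.98 and 0.34), and at 168 hr without animal A343 they were higher (median 0.06, adjusted p = 0.0075, 0.11 with an estimated correlation), with Cdkn1a, which is also in the glucocorticoid-responsive list, rising by 0.70. The alkylation and mismatch repair genes had medians of -0.02, -0.02 and -0.02 (adjusted p = 0.11, 0.25 and 0.49).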

When these MAM-induced differentially expressed genes were anchored to *O^6^*-mG levels, a subset of 57 genes revealed prominent hubs for NF-κB, extracellular signal-regulated kinase (ERK) and ERK1/2, p38-mitogen-activated protein kinase/c-Jun *N*-terminal kinases (MAPK/JNK), TP53, and Akt (v-akt murine thymoma viral oncogene homolog) (Fig. 4).

**Figure 3:**
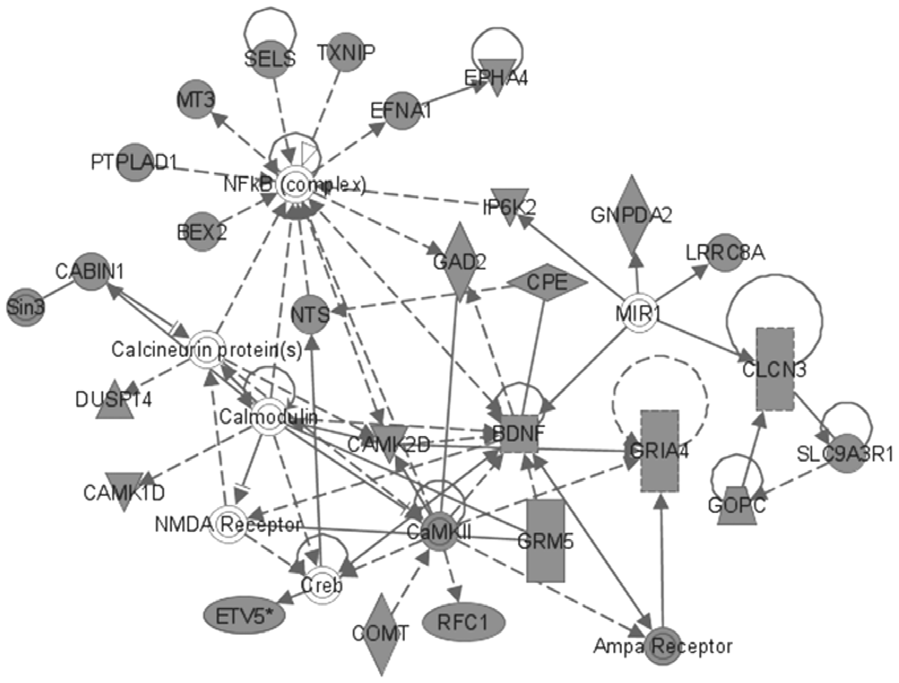
MAM-modulated brain gene products for *Mgmt^−/−^*. Most significant brain expression sub-network modulated by MAM vs. vehicle in *Mgmt^−/−^* mice (all time-points combined) composed of 362 differentially expressed genes.

**Figure 4:**
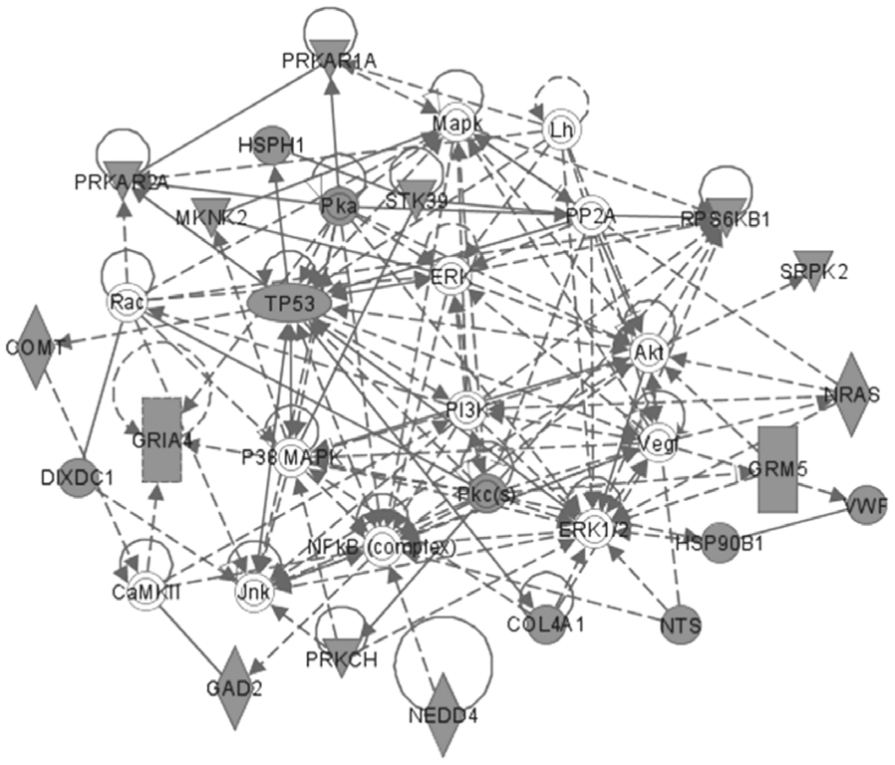
MAM-modulated brain gene products (anchored) for *Mgmt^−/−^*. Most significant brain expression sub-network modulated by MAM vs. vehicle in *Mgmt^−/−^* mice (all time-points combined) derived from 57 differentially expressed genes (a sub-set of the 362 genes) that were anchored to *O* ^6^-mG levels.

The second analysis explored the effect of MAM relative to vehicle between the two genotypes (wt vs. *Mgmt^−/−^*); thus, it determined whether DNA-repair capacity influences the response of the brain transcriptome to MAM. This analysis was sensitive to those genes that may have shown different directions of modulation between the genotypes, even if neither modulation was significant on its own. There were 153 differentially expressed genes reflecting genotype differences between wt and *Mgmt^−/−^* in the brain's response to MAM vs. vehicle. 

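Smg1, Tph2, the serotonin-synthesis enzyme of brain, and Akap9, a scaffold of the centrosome, had a response to MAM that was more negative in Mgmt-/- than in wt brain at 48 hr. Map1b and Mapt, proteins of axonal microtubules, differed in the same direction, at 48 hr and at 24 hr. Nr2f2, a nuclear receptor of interneurons, and Xpa, a damage-recognition protein of nucleotide excision repair, differed at 6 hr. Il4i1, an amino-acid oxidase, and Cdsn, a protein of cell junctions in skin, had a more positive response in Mgmt-/- brain at 48 hr.

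The interaction (Mgmt-/- MAM effect minus wt MAM effect) at 48 hr was -2.50 (SE 0.35, adjusted p = 5.3e-04) for Smg1 (-2.56 in number set 1 and -2.43 in number set 2), -2.22 (SE 0.47, adjusted p = 0.019) for Tph2 (-2.43 and -2.11) and -1.76 (SE 0.32, adjusted p = 0.0082) for Map1b (-1.89 and -1.64). In wt brain alone MAM minus vehicle was 0.74 for Smg1 and 1.61 for Tph2, neither passing. Akap9 had -1.30, Il4i1 0.86 and Cdsn 0.65. At 6 hr the interaction was -0.94 for Nr2f2 and -0.64 for Xpa, and at 24 hr -0.72 for Mapt and -0.49 for the metallothionein Mt1. Without animal A343 it was 1.87 for Sult1a1, 1.58 for Sgk1 and 0.91 for Fkbp5 at 168 hr.

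The interaction passed for 21 genes at 6 hr (1 more positive and 20 more negative in Mgmt-/-), 9 at 24 hr (2 and 7), 276 at 48 hr (40 and 236) and 1 at 168 hr (Etnppl, 1.30), or 19 there without animal A343, by limma. Together these are 304 genes (322 without animal A343). Number set 1 alone gave 0, 0 and 14 genes at 6, 24 and 48 hr, while number set 2 alone gave 1.43, 0.588 and 1.09% of all genes, against 0.115, 0.0495 and 1.52% with both sets. With an ordinary linear model 94 genes passed at 48 hr, with array weights 744 and with the RNA 3'/5' index as a covariate 52. The median of the probe sets more negative in Mgmt-/- at 48 hr went from -0.86 (SE 0.18) to -0.82 (SE 0.20) with the index, and all of them kept their sign. Of 9 named results at 24 hr, 2 stayed called with an ordinary linear model and 0 with the index, while the median of the probe sets more negative in Mgmt-/- went from -0.71 (SE 0.13) to -0.67 (SE 0.14). Leaving out 1 array moved the count by over 1.5 times in 18 of 24 fits at 6 hr, where it gave 4 (animal A949) to 71 (animal A725) genes, and in 21 of 24 at 24 hr, with 0 by limma in most of them and up to 19 (animal A907). Leaving out animal A317 gave 744 genes at 48 hr and leaving out animal A717 gave 144. The paper takes this contrast as the test of whether repair capacity alters the response to MAM, and it states that genes moving in opposite directions in the 2 genotypes can enter even where neither change passes alone.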

Of the 153 genes, 60 genes (∼40%) were anchored to *O* ^6^-mG levels. Brains of these animals showed the same four biological functions for disease and disorders as in Table 1, with the single exception that the category Psychological Disorders was not significant in the anchored group (Table 2). 

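Nell2, a secreted guidance factor of axons, Cit, a kinase of cell division found in neurons, and Synj1, a phosphatase of synaptic vesicle recycling, had a more negative response to MAM in Mgmt-/- than in wt brain at 48 hr. So did Cdh8, a cadherin of synapses, Slc6a6, the taurine transporter, and Ugcg, an enzyme of glycolipid synthesis. Mtmr2 and Opa3, whose human counterparts are mutated in a neuropathy and in optic atrophy, differed in the same direction. Pafah1b1, a regulator of dynein mutated in lissencephaly, had a more positive response.

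The interaction at 48 hr was -1.35 for Nell2 (-1.64 in number set 1 and -1.11 in number set 2), -1.46 for Cit, -1.08 for Cdh8, -1.11 for Slc6a6, -0.87 for Ugcg, -0.81 for Mtmr2, -0.73 for Opa3 and 0.42 for Pafah1b1. For Synj1 it was -1.37 in number set 1 and -0.66 in number set 2. Of the genes in the lists for Table 2, 88 have a probe set and 85 of these passed the interaction test at 1 or more time points. By category the counts were 58 of 59 for Neurological Disease (7 higher and 51 lower), 30 of 30 for Psychological Disorders (1 higher and 29 lower), 15 of 17 for Cancer (3 higher and 13 lower) and 81 of 82 for Genetic Disorder (7 and 74). With the RNA 3'/5' index as a covariate 39 of the 88 passed, with all 94 arrays in 1 fit 38 and with an ordinary linear model 72. Number set 1 alone gave 7 and number set 2 alone 41. The lists were drawn up from these samples, so the counts are not independent evidence. The category scores were not analysed here.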

A list of the genes associated with each of these biological functions is provided in the supplemental data (Table S3).

**Table 2:** Top MAM-sensitive biological functions in wt and *Mgmt^−/−^* mouse brains.

Diseases & Disorders	wt *vs. Mgmt* ^−/−^ treated with respect to MAM vs. vehicle (N = 153)	wt *vs. Mgmt* ^−/−^ treated with respect to MAM vs. vehicle (N = 60) anchored to *O* ^6^-mG
Neurological Disease	63	28
Psychological Disorders	32	-
Cancer	22	2
Genetic Disorder	87	37

Pathway analysis showing the four most significant biological functions altered in the brains of *Mgmt^−/−^ vs.* wt mice treated with respect to MAM vs. vehicle (all time-points combined).

The most significant molecular networks in the 153 gene set contained hubs for NF-κB and CREB, and genes that regulate transcription through epigenetic mechanisms, including DNMT3A (DNA [cytosine-5-]-methyltransferase 3 *alpha*) and SMARCC1 (SWI/SNF related, Matrix-associated, actin-dependent regulator of chromatin, subfamily c, member 1) and nuclear transcription, namely PPARA (peroxisome proliferator-activated receptor *alpha*), molecular chaperones (HSP90B1, heat shock protein 90 kDa *beta* [Grp94], member 1), GSK3β and sema domain, immunoglobulin domain [Ig], short basic domain, secreted, [semaphorin] 3A (SEMA3A), which are implicated in Parkinson's and/or Alzheimer's disease (Fig. 5). 

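Dnmt3a and Smarcc1, a core subunit of the SWI/SNF remodeling complex, had a more negative response to MAM in Mgmt-/- than in wt brain at 48 hr. Ppara, a nuclear receptor that governs fatty-acid oxidation, Hsp90b1, a chaperone of the endoplasmic reticulum, and Gsk3b, a kinase shared by Wnt and insulin signaling that also phosphorylates tau, differed in the same direction. Sema3a, a secreted guidance cue that repels axons, did as well. Insrr, a receptor kinase related to the insulin receptor, differed in the opposite direction.

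The interaction at 48 hr was -2.48 (SE 0.35, adjusted p = 5.3e-04) for Dnmt3a (-2.48 in number set 1 and -2.50 in number set 2), -0.82 (SE 0.15, adjusted p = 0.0079) for Smarcc1 (-0.92 and -0.69), -0.49 (SE 0.11, adjusted p = 0.024) for Ppara (-0.59 and -0.39) and -0.60 (SE 0.12, adjusted p = 0.016) for Hsp90b1 (-0.36 and -0.81). It was -1.14 (SE 0.19, adjusted p = 0.0028) for Gsk3b (-1.36 and -0.89), -0.45 (SE 0.10, adjusted p = 0.03) for Sema3a (-0.39 and -0.48) and 0.60 for Insrr. In Mgmt-/- brain alone Smarcc1 fell by 0.49, Hsp90b1 by 0.50 and Gsk3b by 0.60, while Ppara had -0.32 and Sema3a -0.25, which did not pass. In wt brain the same probe sets had 0.34 for Smarcc1, 0.11 for Hsp90b1, 0.54 for Gsk3b, 0.16 for Ppara and 0.20 for Sema3a, none of which passed. The brightest other probe set gave an interaction of -0.05 for Dnmt3a, -0.28 for Smarcc1, 0.05 for Ppara, 0.00 for Hsp90b1, 0.27 for Gsk3b and 0.06 for Sema3a.

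Of the shaded genes of Fig. 5, 23 of 24 with a probe set passed the interaction test (21 more negative and 2 more positive in Mgmt-/-), a set chosen by the authors on these samples. The NF-kB signaling genes had a median interaction of 0.10 at 48 hr (adjusted p = 0.68, camera).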

As in Figure 3, the anchored set of 60 genes included TP53, ERK1/2 and NF-κB as the most prominent hubs, together with a number of other hubs (Akt, NF-κB, P38-MAPK and calmodulin) (Fig. 6). 

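Nedd4, Atp2b2, a calcium pump of the neuronal membrane, and Rfc1, the loader of the replication clamp, had a more negative response to MAM in Mgmt-/- than in wt brain at 48 hr. Socs6, a suppressor of receptor-kinase signaling, and Strn3, a calmodulin-binding scaffold of a phosphatase complex, differed in the same direction. The interaction was -1.48 for Nedd4, -1.56 for Atp2b2, -1.54 for Rfc1, -0.80 for Socs6 and -0.46 for Strn3. It was -1.25 for Stk39 and -0.73 for Prkar2a. All 13 of 13 shaded genes of Fig. 6 with a probe set passed (12 more negative and 1 more positive), and the authors drew them from these samples. The MAPK signaling genes had a median interaction of -0.09 at 48 hr (adjusted p = 0.015, or 0.71 with an estimated correlation) and the p53 targets 0.02 (adjusted p = 0.98). The calcium and calmodulin signaling genes had -0.11 (adjusted p = 0.015, or 0.71 with an estimated correlation), with 5 members called and 1 when adjusted over the list alone. Lesion levels per animal were not used here.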

Glutamate receptors are also represented in this data set.

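Grm5 couples glutamate to calcium release and is the 1 receptor of this family called at 48 hr. Grik2, a kainate receptor subunit, differed at 6 hr. For Grm5 the interaction was -2.07 (SE 0.32, adjusted p = 0.0013) at 48 hr (-1.76 in number set 1 and -2.34 in number set 2), while the brightest other Grm5 probe set had -0.02. For Grik2 the interaction at 6 hr was -0.52, and in Mgmt-/- brain Grik2 fell by 0.42 on this probe set with 0.22 on its brightest other one. Gria4 had an interaction of -0.12 at 48 hr and did not pass.

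The 21 glutamate receptors had a median interaction of -0.06 at 48 hr (adjusted p = 0.015, or 0.71 with an estimated correlation), -0.02 at 6 hr (adjusted p = 0.81) and 0.04 at 24 hr (adjusted p = 0.61). At 48 hr 1 receptor was called and 3 passed when adjusted over the list alone. In vehicle animals, Grm5 on this probe set was higher in Mgmt-/- than in wt brain by 0.92 at 48 hr and 0.60 at 24 hr.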

**Figure 5:**
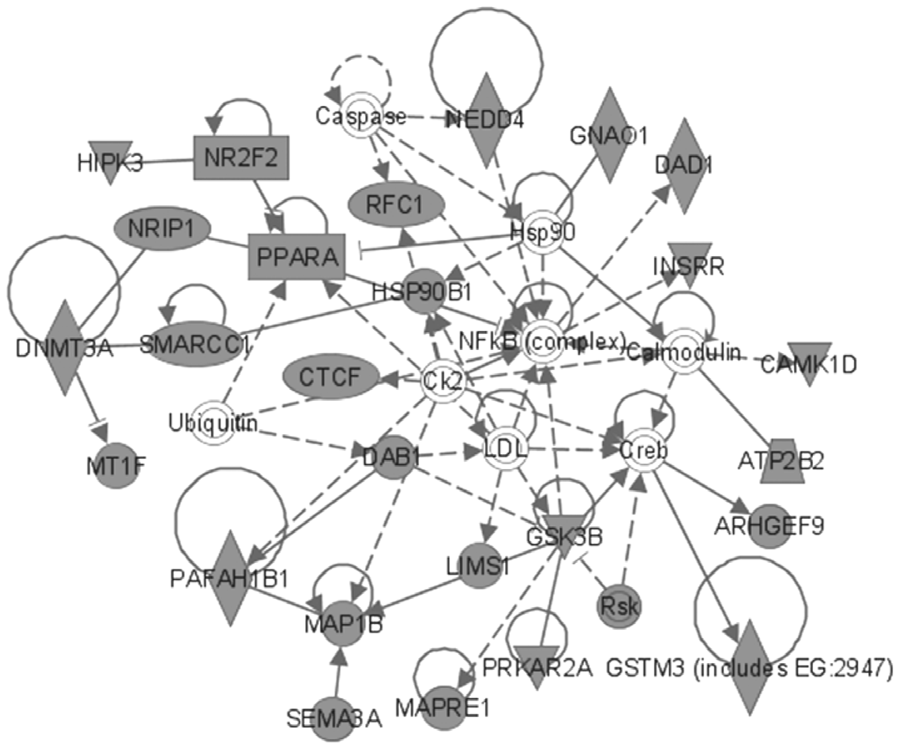
MAM-modulated brain gene products for *Mgmt^−/−^* vs. wild type. Most significant MAM-modulated expression sub-network in the brain of *Mgmt^−/−^ vs.* wild type mice (all time-points combined) composed of 153 differentially expressed genes. Note genes involved in epigenetic functions are also modulated: DNMT3A and SMARCC1 regulate chromatin function.

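Atrx and Ctcf, like Dnmt3a, shape chromatin in neurons, and Pbrm1 is a bromodomain subunit of a SWI/SNF complex. All of these had a more negative response to MAM in Mgmt-/- than in wt brain at 48 hr. The interaction was -2.32 for Atrx (-2.20 in number set 1 and -2.35 in number set 2), -1.54 for Ctcf (-1.33 and -1.67) and -0.80 for Pbrm1 (-0.85 and -0.71). As a group the 25 chromatin regulators had a median of -0.10 (adjusted p = 0.015, or 0.71 with an estimated correlation), with 5 called and 1 when adjusted over the list alone. Within Mgmt-/- brain their median was -0.04 at 48 hr (adjusted p = 0.099). Atrx, Ctcf, Dnmt3a and Pbrm1 are listed or drawn by the authors from these samples, so their calls are not independent evidence.

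For Dnmt3a and Grm5 the call rested on 1 probe set each, of 5 and 2 measured. The brightest other probe set gave 0.02 for Atrx, -0.05 for Ctcf and 0.00 for Pbrm1. Among 47 vehicle arrays, 98.7% of probe sets called lower in Mgmt-/- brain at 48 hr declined with a rising RNA 3'/5' index within groups. Of the other kept probe sets, which changed in either direction, 63.5% had a slope of the same sign as their change.

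**Figure D3:**
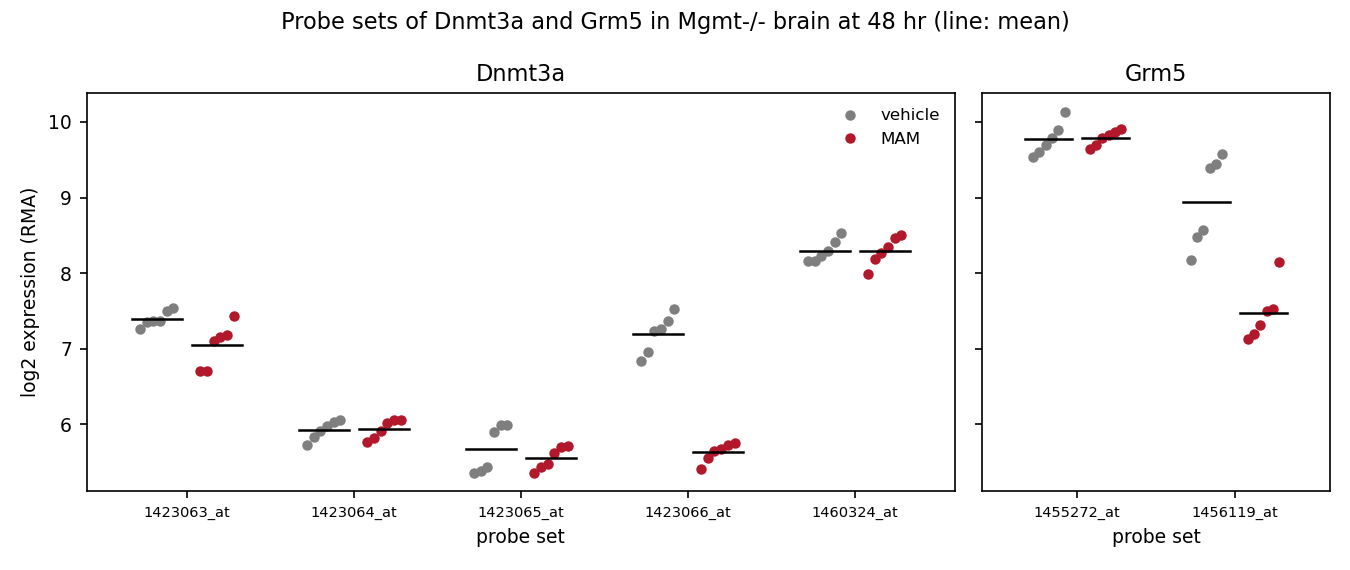
Log2 values of the 5 Dnmt3a and 2 Grm5 probe sets in Mgmt-/- brain at 48 hr, vehicle against MAM. Points are animals and lines are group means.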

**Figure 6:**
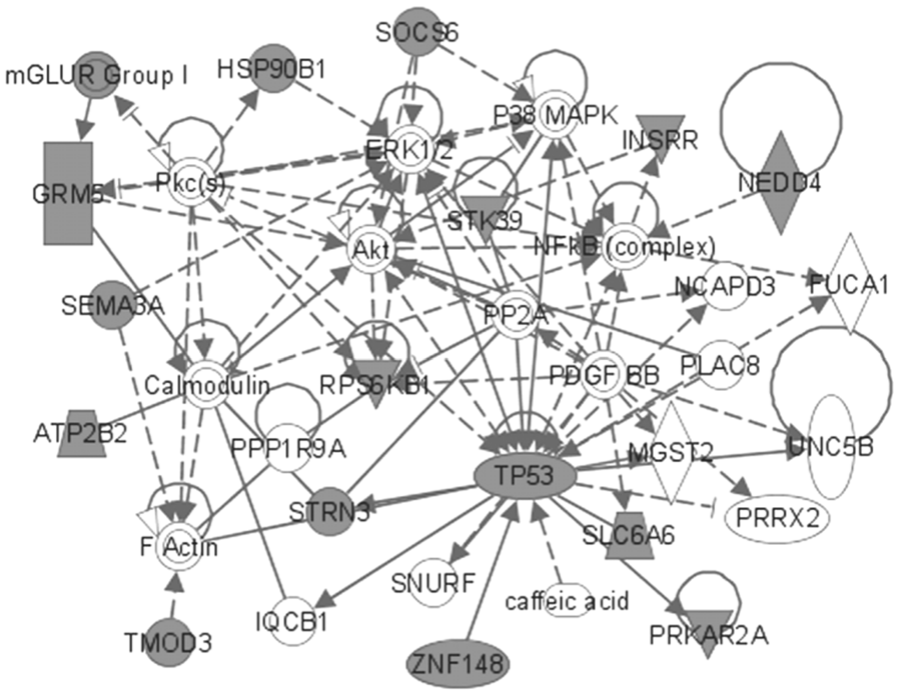
MAM-modulated brain gene products (anchored) for *Mgmt^−/−^* vs. wild type. Most significant MAM-modulated expression sub-network in the brain of *Mgmt^−/−^ vs.* wild type mice (all time-points combined) composed of 60 differentially expressed genes that were anchored to *O* ^6^-mG levels. Note the presence of NF-κB, ERK1, and p38-MAPK hubs, and the involvement of TP53 and glutamate receptors.

The third set of transcriptional data analyses combined the first two data sets (for a total of 443 non-duplicated genes), including the differential response of genotypes to MAM vs. vehicle (Table 2) and the response of *Mgmt^−/−^* brains to systemic treatment with MAM vs. vehicle (Table 1). 

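Gpd2, Arhgap20 and Klf13, a transcription factor of the Kruppel family, belong to both sets, falling in Mgmt-/- brain and differing from wt brain at 48 hr. Arhgap20 fell (-1.50 in number set 1 and -0.90 in number set 2) with an interaction of -1.44, Klf13 fell by 0.64 with -0.89, and Gpd2 fell by 1.26 with -1.51. Lims1, an adaptor of integrin signaling to F-actin, fell by 1.02 with an interaction of -1.45. Averaged over the 4 time points, Nr2f2 had -0.66, Pitpnc1, a phosphatidylinositol transfer protein, -1.10 and Ctcf -1.07 in Mgmt-/- brain. Without animal A343 the values were -0.68, -1.10 and -1.07.

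The 2 sets together hold 582 genes (3.2% of all), 152 of them in both (693 and 170 without animal A343). With an ordinary linear model the union holds 2.12% of the genes, with the RNA 3'/5' index as a covariate 0.758%, with array weights 6.85%, with number set 1 alone 5.04% and with number set 2 alone 31.6%. The effect averaged over time points was called for 482 genes in Mgmt-/- brain and for 234 as an interaction (384 and 271 without animal A343).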

The most significant scoring sub-network of MAM gene products (p<10^−46^) contained hubs for F-actin, NF-κB, microRNA-1, cofilin, calcium/calmodulin-dependent protein kinase II (CaMKII), glycogen synthase, the AMPA receptor, BDNF, and others. The same four diseases and disorders were the most significant of the biological functions list based on IPA analysis, while Nervous System Development and Function, and Skin and Hair Development and Function, appeared in the list of most significant four perturbed Physiological Systems Development and Functions (Table 3).

**Table 3:** Top MAM-associated diseases, disorders and physiological functions.

*Mgmt* ^−/−^ MAM vs. vehicle plus wt *vs. Mgmt* ^−/−^ with respect to MAM vs. vehicle (Total molecules N = 443)			
Diseases and Disorders		Physiological System Development and Function	
Neurological Disease	159	Nervous System Development & Function	64
Psychological Disorders	75	Embryonic Development	22
Cancer	114	Organ Development	14
Genetic Disorder	212	Skin and Hair Development and Function	11

Pathway analysis showing the four most significant diseases and disorders linked (left columns) and physiological systems (right columns) altered in the brains of MAM-treated vs. vehicle-treated *Mgmt^−/−^* mice *plus Mgmt^−/−^ vs.* wt mice treated with respect to MAM vs. vehicle. Data were aggregated and all time points were combined for a total of 443 molecules.

Table 4 shows the top KEGG pathways denoting molecular interactions perturbed by MAM in either wild type or *Mgmt^−/−^* brains. 

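Members of the Wnt pathway moved in both directions in Mgmt-/- brain. Daam2, a formin downstream of Wnt receptors, and Jup (plakoglobin), a relative of beta-catenin, rose at 6 hr by 0.58 and 0.49. Lrp6, a Wnt co-receptor, fell by 0.53 at 48 hr and had an interaction of -0.89. In the insulin pathway, Inppl1 (SHIP2), a lipid phosphatase that limits insulin signaling, rose by 0.42 and Araf, a kinase of the ERK cascade, fell by 0.46 at 6 hr. Crk, an adaptor protein, had an interaction of -0.55 at 48 hr. In Mgmt-/- brain the Wnt signaling genes had medians of 0.05, 0.06 and 0.02 at 6, 24 and 48 hr (adjusted p = 0.32, 0.19 and 0.51) and the insulin signaling genes 0.04, 0.04 and -0.02 at 6, 24 and 48 hr (adjusted p = 0.67, 0.25 and 0.83), tested with camera.

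Of the Wnt signaling genes 2 were called higher and 4 lower at 6 hr (6 and 0 when adjusted over the list alone) and 2 lower at 48 hr (0). The counts over a list alone use only the brightest probe set of each gene, whereas a call can rest on any probe set. The 2 kinds of count thus differ by more than the adjustment. Of the insulin signaling genes 3 were called higher and 2 lower at 6 hr (5 and 1) and 2 lower at 48 hr (0). The median interaction at 48 hr was -0.02 for the Wnt signaling genes (adjusted p = 0.62) and -0.07 for the insulin signaling genes (adjusted p = 0.054). The proliferation genes, which rise in growing tumors, had medians of -0.01, 0.03 and 0.02 at 6, 24 and 48 hr (adjusted p = 0.66, 0.89 and 0.85) in Mgmt-/- brain.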

Pathways involved in cancer, Wnt signaling, and insulin-signaling pathways were among the most significant. 

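Pde1a, a calmodulin-dependent phosphodiesterase of cyclic nucleotides, fell in Mgmt-/- brain by 0.98, 0.77 and 0.72 at 6, 24 and 48 hr, and Pde7a, a cAMP phosphodiesterase, fell by 0.56 at 6 hr. Gmps, the enzyme of GMP synthesis, rose by 0.66 at 6 hr and 0.59 at 48 hr. In MAPK signaling, the phosphatases Dusp4 and Dusp14 fell by 0.46 and 0.48 at 6 hr. In neurotrophin signaling, Ntrk2 and Ntrk3, the receptors of BDNF and neurotrophin-3, had interactions of -1.68 and -0.96 at 48 hr and Camk4 one of -1.42. Gabrb2, a GABA-A receptor subunit, fell by 0.80 at 6 hr.

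As groups tested with camera in Mgmt-/- brain, the purine metabolism genes had medians of 0.08, -0.03 and 0.02 at 6, 24 and 48 hr (adjusted p = 0.79, 0.25 and 0.85), the neurotrophin signaling genes 0.08, 0.06 and 0.06 at 6, 24 and 48 hr (adjusted p = 0.54, 0.15 and 0.52) and the chemokine signaling genes 0.09, 0.05 and 0.00 at 6, 24 and 48 hr (adjusted p = 0.67, 0.89 and 0.84). The GABA-A receptors, ligand-gated like many receptors of the last pathway, had -0.06, -0.05 and -0.10 at 6, 24 and 48 hr (adjusted p = 0.82, 0.38 and 0.13). Members called higher and lower over all genes at 6 hr were 1 and 2 for purine metabolism, 0 and 3 for neurotrophin signaling, 0 and 0 for chemokine signaling and 0 and 1 for GABA-A receptors. On the brightest probe set of each gene and adjusted over each list alone, the counts were 4 and 5, 3 and 2, 2 and 1, and 0 and 0. At 48 hr the median interaction was -0.02 for purine metabolism, 0.03 for neurotrophin signaling, 0.07 for chemokine signaling and -0.12 for GABA-A receptors (adjusted p = 0.62, 0.72, 0.64 and 0.22).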

Other prominent KEGG pathways included those involved in purine metabolism, MAPK signaling, neurotrophin signaling, chemokine signaling and neuroligand-receptor interaction (Table 4).

**Table 4:** Top MAM-associated brain KEGG pathways.

Top KEGG Pathways	Genes	Phenotype
Pathways in cancer	13	CC
Wnt signaling	10	AD, CC, skin, bone
Insulin signaling	9	AD, ALS
Purine metabolism	9	
Prostate cancer	8	CC
MAPK signaling	7	AD, CC
Melanogenesis	6	PD? CC
Neurotrophin signaling	6	AD
Focal adhesion	6	AD, CC
Chemokine signaling	5	AD
Neuroactive ligand-receptor interaction	5	AD
Calcium signaling pathway	4	AD, CC

Top brain KEGG pathways (derived from 443 MAM-modulated genes, see Table 3) and the number of MAM-modulated genes and human diseases associated with each pathway. Note the prominent involvement of the Wnt, insulin and MAPK signaling pathways, in addition to the presence of pathways involved in inflammatory and other responses. AD: Alzheimer disease. ALS: Amyotrophic lateral sclerosis. CC: Colon cancer. PD: Idiopathic Parkinson's disease.

We also performed a PAINT (Promoter Analysis and Interaction Network Tool) analysis to identify the biologically relevant transcription factor binding sites in the genes that were enriched among the genotypes and differentially expressed genes between MAM and vehicle-treated animals. The 5′-flanking regions of the differentially expressed genes (2000 bp upstream of the transcription start site) were examined for enrichment of commonly expressed transcriptional regulatory elements (TREs). Table 5 shows the TREs among the unique genotype-specific (n = 153) and a subset of anchored (n = 60) genes targeted by MAM. Only TREs that were significantly enriched (p<0.05) in MAM-targeted genes are shown (Fig. 7). The highest scoring TRE was the highly conserved hepatocyte nuclear factor 4 (HNF-4), which binds to the consensus sequence AGGTCAaAGGTCA to activate transcription.

**Figure 7:**
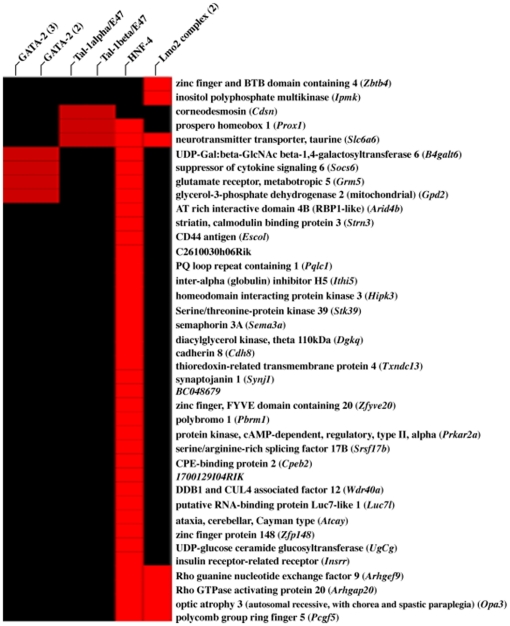
Transcription factor binding-site enrichment hierarchy. Analysis of the promoter regions of the 60-anchored gene sub-set derived from the strain-specific differentially expressed genes between MAM and vehicle-treated animals for transcription regulatory elements. A heat map (interaction matrix) shows the genes (rows) and motifs (columns) that were individually clustered and found in >5% of all promoters. Note the HNF4 binding site is common to 60% of the 60 anchored genes.

**Table 5:** MAM-associated enriched transcription factor binding sites.

Transcriptional Response Element	P Value
HNF-4	<0.001
Lmo-2	0.008
Tal-1α/E47	0.025
GATA-2	0.033
Tal-1β/E47	0.042

Enriched transcription factor binding sites among genotype-specific differentially expressed genes between MAM and vehicle-treated animals. Data based on 60 differentially expressed genes anchored to *O* ^6^-mG levels (see Fig. 6).

## Discussion

### Brain and Colon: Common Pathways but Different Outcomes

We have shown that the cycad genotoxin MAM induces persistent DNA damage (i.e., *O^6^*-mG lesions) and modulates several cell signaling pathways (i.e., TP53, NF-κB, MAPK) in the brains of young adult *Mgmt^−/−^* mice. Our data support the hypothesis that MAM-induced *O* ^6^-mG DNA lesions alter purine metabolism and modulate cell-signaling pathways associated with both neurodegeneration and cancer. While MAM does not induce brain tumors in singly treated adult mice, the genotoxin consistently triggers tumors in peripheral organs, notably the intestine [37], [38]. The prominent modulation of “cancer genes” in the “tumor-insensitive” brains of MAM-treated adult animals suggests that perturbations of these genes in the brain have consequences other than cancer.

Molecular mechanisms underlying MAM-induced colon cancer have been established in the azoxymethane (AOM) mouse model of colorectal adenocarcinoma in which MAM (the cytochrome P_450_2E1-mediated metabolite of AOM) is the sole triggering agent [39], [40]. In the AOM mouse model, MAM-induced mutation of *K-ras* (i.e., transversion from G:C to A:T at codon 12 derived from *O^6^*-mG lesions) activates this pathway and the downstream MAPK and Phosphoinositide 3-kinase/Akt (PI3K/Akt) mediators, indicating that MAM perturbs gene expression in these pathways by a DNA damage-dependent mechanism. Mutations in *β-catenin* blocks its degradation by a GSK-3β-mediated mechanism resulting in its intracellular accumulation and the activation of the Wnt/β-catenin signaling pathway. The nuclear transport of β-catenin leads to the activation of genes that regulate cell proliferation, while expression of pro-apoptotic proteins is inhibited [40], [41]. Such events may explain how MAM modulates the expression of genes with pivotal roles in cell signaling in the brain of young adult mice (Fig. 8).

**Figure 8:**
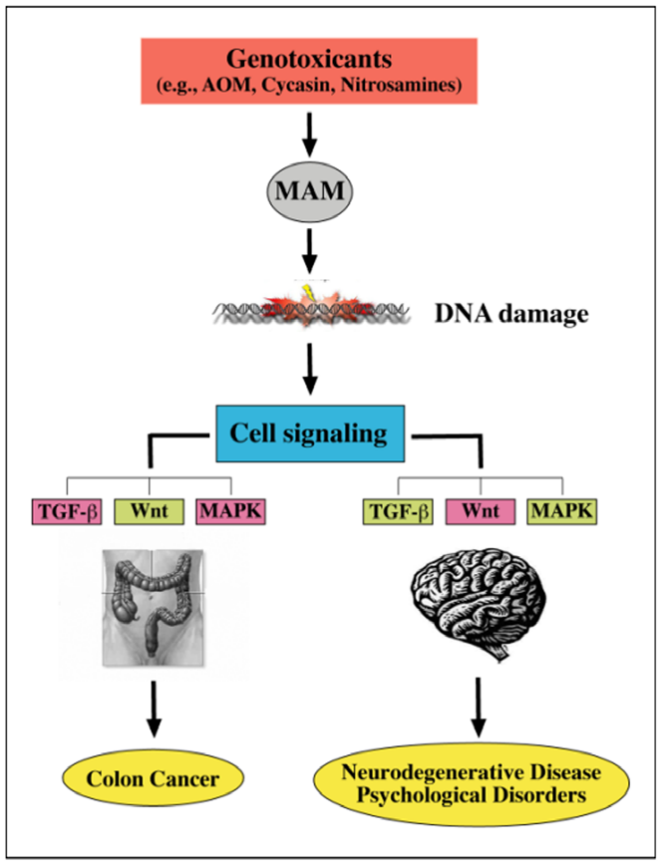
Proposed relationship between MAM-induced colon cancer and brain disease/disorders. Genotoxicants that induce *O^6^*-methylguanine lesions (DNA damage) (e.g. via methylazoxymethanol, MAM) disturb cell signaling pathways, including transforming growth factor-β (TGF-β), wingless and proto-oncogene Int-1 (Wnt), and mitogen-activated protein kinase (MAPK). In general, the literature supports up-regulation (green) and down-regulation (pink-red) in association with the two distinct phenoptypes. (Modified from Chen and Huang [40]).

### Cancer and Neurodegenerative Disease: Two Sides of the Same Coin?

The key finding relevant to ALS-PDC is the presence of MAM-induced transcriptional changes in the brains of young adult mice that lack efficient repair of *O* ^6^-methylguanine DNA lesions. This is in contrast to the absence of significant transcriptional changes in the adult brain of MAM-treated wild-type mice. The human brain shows variable amounts of MGMT activity, but most adult brains studied have minimal levels comparable to that of *Mgmt^−/−^* mice [21]. If the human brain responds to MAM in a manner comparable to the *Mgmt^−/−^* mouse brain, the response would be alterations in cell signaling pathways linked to both neurodegeneration and neuropsychological abnormalities. While the present results are based on short-term studies, the apparent association between the most significant MAM-associated biological functions in the adult mouse brain and cycasin-associated ALS-PDC are obvious. Their corollary provides clear support for further examination of the possible etiologic role of cycasin in the induction of ALS-PDC, one form (dementia) of which shows impressive clinical and neuropathological relationships with AD [42].

Behrens and colleagues [29] have reported an inverse relationship in the incidence of cancer and AD: in a prospective longitudinal study, the risk of developing cancer with time was significantly reduced in participants with AD, while those with a history of cancer had a lower rate of AD. The investigators state: “*in cancer, cell regulation mechanisms are disrupted with augmentation of cell survival and/or proliferation, whereas, conversely, AD is associated with increased neuronal death, either caused by, or concomitant with, β-amyloid (Aβ) and tau deposition*.” They discuss the putative role of P53 and the Wnt signaling pathway in these inverse disease associations: whereas reduced P53 expression arising from mutations may lead to uncontrolled cell proliferation, as, in colorectal cancer, bone cancer (osteosarcoma), and other tumors, increased P53 expression may activate pathways leading to cell death, such as occurs in AD [29]. The gene coding for TP53 was modulated by MAM in both DNA lesion-anchored sets of brain genes: while TP53 activation is known to occur after DNA damage, continued activation in the *Mgmt^−/−^* brain might promote neuronal demise.

### Links with Brain Pathology in ALS-PDC and AD

Wnt signaling and insulin signaling are also among the top KEGG pathways perturbed in the brain after systemic MAM treatment. While MAM-induced activation of the Wnt/β-catenin pathway leads to uncontrolled cell proliferation in the AOM model of colon cancer, suppression of this pathway in the brain may promote cell death. Boonen and colleagues [43] propose that disrupting the tightly regulated brain Wnt signaling pathway may constitute a key pathological event in AD. They propose that amyloid-*beta* (Aβ), a key protein in senile plaques, may down-regulate the Wnt/β-catenin pathway, thereby upregulating GSK3β and its subsequent hyperphosphorylation of tau, linking Aβ and neurofibrillary tangle pathology. Others have shown that inhibition of GSK3β increases mouse brain insulin-like growth factor-1 (IGF-1) [44], which in turn promotes Aβ production [45], [46]. IGF-1 and GSK3β are elevated in the hippocampus and spinal cord of individuals with Guam and Kii ALS [47]. IGF-1 is a potent survival factor for motor neurons in animals, and GSK3β is suspected to play important roles in apoptosis and tau phosphorylation [47].

The involvement of insulin signaling in AD has led to the proposal that this neurodegenerative disorder is a “special form of diabetes mellitus of the brain” [48]. The presence of microRNA1 as a differentially regulated hub in MAM-treated animals is noteworthy because of its ability to regulate insulin signaling (especially the IGF-1 receptor) [49], its association with colon cancer [50], and the key roles of ERK1 and microRNAs in tau phosphorylation and AD [51]. The insulin signaling pathway in diabetes mellitus type 2 is regulated by a number of transcription factors, notably HNFs, especially MODY1 (HNF4α), which regulates a large fraction of the hepatic and pancreatic transcriptomes by binding directly to approximately half of the transcribed genes. Therefore, HNF-4 serves as a “master regulator” of the human genome [52], [53]. There is substantial evidence that HNF-4 has a unique role in glucose-dependent insulin secretory pathways [54], [55], since mutations within the *HNF-4α* gene are linked to the monogenetic disorder Mature Onset Diabetes of the Young (MODY-1) [56]. HNF-4 was the most over-represented transcription factor-binding site among the promoter regions of brain genes that were modulated by MAM and anchored to DNA lesions. Since HNF-4 binds as a homodimer to a DNA recognition site containing a guanine-rich direct repeat element (AGGTCAaAGGTCA), this transcription factor might be a ‘hotspot’ for MAM-induced *O^6^*-mG DNA lesions. Several studies have shown that minor alterations in a nucleobase (e.g., *O^6^*-mG, 8-oxoG) at a crucial position within a promoter element can disrupt transcription factor binding and potentially modify gene expression [57]–[61]. Such a mechanism might explain why the HNF-4 consensus sequence was primarily targeted by MAM in the genes that were anchored to *O^6^*-mG DNA lesions.

The P38-MAPK signaling pathway is also among the top KEGG pathways perturbed by MAM. This cascade is activated following genotoxic stress [62], involved in the AOM model of colorectal cancer. and is widely believed to contribute to neuroinflammation in AD [63]. P38-MAPK has important roles in brain function, including glutamate (AMPA) receptor trafficking, NMDA-induced outward currents, excitotoxicity, synaptic plasticity and tau phosphorylation [63]–[66]. P38-MAPK hubs, linked to ionotropic and metabotropic glutamate receptors, were prominent in the anchored DNA damage data sets derived from the brains of MAM-treated mice suggesting that MAM-induced genotoxic stress perturbs glutamatergic function via a P38-MAPK-mediated mechanism. Given that MAM modulates glutamate-stimulated neuronal tau mRNA expression *in vitro* [67], we have proposed elsewhere that continuous MAM activation of glutamate-stimulated tau expression could trigger a slowly progressive neurodegenerative disease (tauopathy) of the type seen in Western Pacific ALS-PDC [68]. This mechanism is consistent with the observation that human exposure to cycad is followed by a clinically silent, long-latent period spanning years or decades [7], [13].

### Other links with ALS-PDC

There are other reasons to suspect an etiological relationship between the cycad genotoxins cycasin/MAM and Western Pacific ALS-PDC. First, treatment of postnatal mice with MAM arrests cerebellar development [69] leading to the production of ectopic, multinucleated Purkinje-like cells comparable to those reported in Guam and Kii ALS brains [70]. Second, individuals with ALS-PDC and cycad-exposed animals develop skin and bone changes (summarized by Spencer [71]). The Wnt signaling pathway, which was perturbed by MAM, plays a pivotal role in the regulation of bone mass, with pathway activation in bone regeneration [72], [73]. Wnt proteins (Wnt5a) also regulate epidermal differentiation in adult skin [74]. Animals grazing on cycads have a tendency to lose their horns and hooves, in addition to developing neuromuscular disease, and Guam Chamorros have had a high and familial incidence of benign bony nodules or multiple exostoses (diaphyseal aclasis) [71] and thickened skulls (unpublished data). Cycads speed skin repair in rodents, and the skin of ALS and ALS-PDC patients is uncommonly resistant to bed sores [68]. ALS skin shows increased expression of TDP-43 [75], one of the proteins that accumulates in ALS/PDC brains along with tau, Aβ, α-synuclein and ubiquitin [42].

There are important implications for human health if the association between cycasin/MAM and neurodegeneration is confirmed in longer-term studies. First and foremost, this would radically impact understanding of the etiology of sporadic ALS, AD and other tauopathies, and raise the intriguing possibility of creating animal models of these disorders using environmental agents that perturb genome regulation. Second, in the realm of public health, environmental agents and drugs with MAM-like genotoxic properties (e.g., nitrosamines, hydrazines, streptozotocin) would be suspect etiologic agents for [triggers of] sporadic neurodegenerative disease, particularly in individuals exposed early in life or those with impaired DNA-damage responses. Others have recently advanced the hypothesis that DNA-damaging nitrosamines, previously proposed as risk factors for cancer [76], may increase risk for AD as well as diabetes mellitus [77], [78]. Additionally, injection of the diabetogenic drug streptozotocin directly into the brain results in morphological abnormalities that include hyperphosphorylated tau and Aβ proteins [79]. These conditions, it should be noted, may involve long latent periods prior to clinical expression, consistent with the concept of a “slow toxin” proposed for cycasin [71].

### Summary

Given that Western Pacific ALS-PDC has occurred in genetically distinct populations that have used cycad for food and/or medicine, the present findings show that cycasin (the glucoside of MAM) is a plausible etiologic candidate for this disease. Single systemic treatment of adult mice with MAM rapidly damages brain DNA (*O^6^*-mG lesions) and modulates signaling pathways and neurotransmitter systems associated with human neurodegenerative disease. This statement is true only for animals with very low brain levels of the specific DNA-repair enzyme MGMT comparable to those in the young adult human brain. Murine brain signal pathways modulated by MAM and linked to human neurodegenerative disease overlap with those associated with MAM-induced colon cancer. The two disease phenotypes, neurodegeneration and cancer, are mechanistically related; their expression may depend on whether (colon epithelium) or not (neuron) MAM-exposed cells are able to undergo mitosis, mutagenesis and uncontrolled cell proliferation.

Our findings are based on the identification of interacting molecular networks, which permits identification of the key hubs for those networks. The hubs and the networks they connect, not the individual genes of each affected network, provide the key information in this study. Brain transcriptional changes linked to MAM-induced DNA damage were assessed within days of systemic treatment with the genotoxin to determine the earliest alterations in cellular function.

Finally, it is important to note that indictment of cycasin/MAM as a potential etiologic agent in ALS-PDC does not exclude a role for other cycad chemicals, including β-*N*-methylamino-L-alanine [12]; rather, it spurs the search for chemically related compounds that may play a role in sporadic forms of other tauopathies, including AD.

## Materials and Methods

### Ethics Statement

This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health (NIH). The protocol was approved by committees on the ethics of animal experimentation at the participating institutions. The Oregon Health & Science University (OHSU) Institutional Animal Care and Use Committee (IACUC) Protocols are #161 (G.E.K.) and B11100 (P.S.S.). The Fred Hutchinson Cancer Research Center (FHCRC) IACUC Protocol is #1595 (H.Z.).

### Mouse treatment with MAM

Methylazoxymethanol acetate (MAM purity ≥96% by GC) was purchased from Midwest Research Institute Chemical Carcinogen Repository (Kansas City, Missouri) and stored at −20°C. Eleven-week-old male C57BL6 wild type and *Mgmt* ^−/−^ mice on a C57BL6 background were acclimated for 5 days to local housing. *Mgmt* ^−/−^ mice were genotyped as previously described [24]. Animals were randomly assigned to two treatment groups (n = 4 per group) and given a single intraperitoneal injection (100 µl adjusted to body weight) with either vehicle (0.05% high-performance liquid chromatography-grade acetic acid in saline) or MAM (20 mg/kg in vehicle). Animals were terminated by guillotine 6 hr, 24 hr, 48 hr or 7 days post-injection, periods during which no signs of evolving neurological or behavioral changes were observed. Brains were rapidly excised and transected longitudinally: the right half was placed in ice-cold RNALater™ (Applied Biosystems/Ambion Inc, Austin, Texas) for transcriptional analysis and the left half flash-frozen for analysis of DNA lesions. This protocol was carried out in two independent laboratories (FHCRC, OHSU).

### DNA lesions

A blind assay for DNA damage in liver and individual half-brains was carried out at the Food & Drug Administration National Center for Toxicological Research (Jefferson, Arkansas) using a liquid chromatography tandem mass spectrometry (LC/MS-MS) procedure specific for *O^6^*-methyldeoxyguanosine DNA lesions [80]. Genomic DNA was isolated using Qiagen Genomic-tip 100/G columns, as described by the manufacturer (Qiagen, Valencia, California). Briefly, genomic DNA was purified by mechanically disrupting the tissue in lysis buffer with a Potter-Elvehjem homogenizer, the homogenate incubated with proteinase K, then washed twice with 70% ethanol, air-dried, and dissolved in LC-MS buffer (5 mM bis-Tris pH 7.1, 0.1 mM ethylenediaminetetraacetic acid). Purity was checked by 260/280 ratios (range 1.8–2.0), and the concentration determined by the NanoDrop™ method (NanoDrop Technologies, Wilmington, Delaware). An aliquot of genomic DNA (∼10–20 µg) was incubated with 4 units of micrococcal nuclease and 0.5 units of spleen phosphodiesterase overnight at 37°C in hydrolysis buffer (14 mM succinic acid, 8.5 mM calcium chloride, pH 6). Nuclease P1 (1.5 units in 1 mM zinc chloride) was added, the samples incubated at 37°C for 2 h, an internal standard added (^15^N-*O* ^6^-methyldeoxyguanosine) to the digest, and the samples centrifuged before analysis by LC/MS-MS. Reference DNA (calf thymus DNA treated with methyl nitrosourea to give ∼250 lesions in 10^7^ normal nucleotides) was used in each run to control for day-to-day variability. The minimal detectable quantity of DNA lesions in liver and brain tissue was 1–2.6 *O^6^*-mG lesions/10^8^ normal nucleotides.

The liver and brain of vehicle-treated wild type and *Mgmt^−/−^* mice showed minimal detectable quantities (MDQ = 1–2.6) of *O* ^6^-mG DNA lesions/10^8^ normal nucleotides at 6 hr, 24 hr, 48 hr and 168 hr post MAM treatment.

### Microarray processing and analysis

RNA was extracted from half-brains using the RNeasy Mini Kit (Qiagen, Valencia, California) and analyzed for concentration and quality with the Agilent Bioanalyzer (Agilent, Andover, Massachusetts). Three of the four RNA samples from each treatment group at each time point were frozen and shipped on dry ice to Icoria, Inc. (Research Triangle Park, North Carolina) where they were hybridized. Total RNA was labeled using the one-cycle target labeling protocol and hybridized to GeneChip® Mouse Genome 430 2.0 Arrays (Affymetrix, Santa Clara, California). Preliminary analysis of brain and liver data was performed by the Rosetta Resolver® system (Rosetta Biosoftware, Seattle, Washington) for gene expression analysis.

Data from raw cell intensity files (.CEL) were pre-processed and normalized using robust multi-array average (RMA). RMA values were calculated with R/Bioconductor's package [81]–[84] using the default arguments (background correction using RMA background correction, quantile normalization, and median polish). Data from each of the four time points were analyzed separately. A linear model was separately fitted to RMA-normalized intensity measures for each of the ∼45,000 probes. Models included terms for the three effects of interest: treatment (MAM vs. vehicle), genotype (wt vs. *Mgmt^−/−^*), and the interaction between treatment and genotype. Four additional model terms were included to account for the two laboratories (FHCRC vs. OHSU), and the interaction of laboratory with the three effects of interest. Consistency of these effects was assessed through the interactions involving the laboratory: if p>0.15 for interactions involving the laboratory, the initial model was reduced (by excluding interactions with laboratory) and then refitted and effects of interest estimated; if interactions with the laboratory were significant (p<0.15), then the probe was excluded from further analysis as this indicated effects of genotype, treatment, or the interaction between the two effects varied between laboratories. Probes with consistent effects between laboratories had *p*-values for treatment, genotype, and the interaction adjusted to control the false discovery rate (FDR) [85]. Probes were declared significant if the FDR-adjusted *p*-value was <0.05 and the absolute fold change for the particular effect was >1.3.

All data are compliant with the MIAME (Minimum Information About a Microarray Experiment standard. Raw data were deposited in Gene Expression Omnibus (GEO), using the GEO Accession Number GSE26600. http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=rxmhhmkgwmiwedq&acc=GSE26600.

### Anchoring Microarray Data to DNA lesions

For MAM-treated animals (wt and *Mgmt^−/−^*), Spearman's rank correlation coefficient was computed between RMA-normalized signal intensities and the number of *O^6^*-mG lesions. Correlations were computed separately for each time point. Correlation coefficients between lesion levels and normalized intensity >0.70 were taken as an indication of “anchoring” between individual gene expression and brain DNA damage. No significant change in brain gene expression was found in wt mice treated with MAM.

### Network analysis

Probes that showed significance in the microarray analysis for at least one time point (6 h, 24 h, 48 h or 7 days post-injection) were analyzed for enriched networks using Ingenuity® software (http://www.ingenuity.com/). Networks were developed separately for probe sets where the MAM vs. vehicle effect was modified by genotype and also for probes where the MAM vs. vehicle effect was only significant in the *Mgmt^−/−^* mice. Network analysis was further sharpened by restricting the focus to probes anchored to DNA lesion levels.

### Transcription Factor Binding-site Analysis

Transcription factor binding-site analysis was performed using PAINT (http://www.dbi.tju.edu/dbi/tools/paint/) [86]. PAINT identifies transcriptional response elements (TRE) in the 5′-untranslated regions of genes and assesses which TREs occur at a frequency different than expected by chance. p<0.05 was considered statistically significant. 5 kb of the 5′-untranslated regions of the genomic sequences were used for the analysis. Default settings were used for all other parameter choices.

## Supporting Information

Table S1 **Median number of** ***O*** **^6^-mG DNA lesions for wt and** ***Mgmt^−/−^*** **animals.** Analysis of mouse brain DNA adduct levels using robust linear models (RLM, Wilcoxon weights) [32]–[34]. Data obtained from brains 6 hr post-systemic treatment with MAM. Median response (*O* ^6^-mG DNA lesions per 10^8^ normal nucleotides) given along with estimated standard error of median in square brackets. Tests compare median number of *O* ^6^-mG DNA lesions per 10^8^ normal nucleotides between *Mgmt^−/−^* and wild type mice; reported test statistic (TS) is distributed approximately as F(1,28).
(DOCX) Click here for additional data file.

Table S2 **List of genes supporting data in** **Table 1** **. Genes modulated by MAM within each of the four top biological functions (MAM vs. vehicle).**
(DOC) Click here for additional data file.

Table S3 **List of genes supporting data in** **Table 2** **. Genes modulated by MAM within each of the four top Biological Functions (wt vs.** ***Mgmt*** **^−/−^).**
(DOC) Click here for additional data file.

# Supplementary material for: The Cycad Genotoxin MAM Modulates Brain Cellular Pathways Involved in Neurodegenerative Disease and Cancer in a DNA Damage-Linked Manner
**Source:** PLoS One. 2011 Jun 23;6(6):e20911. doi: 10.1371/journal.pone.0020911
**Supplement:** Table S1 — Median number of O 6-mG DNA lesions for wt and Mgmt−/− animals. Analysis of mouse brain DNA adduct levels using robust linear models (RLM, Wilcoxon weights) [32]–[34]. Data obtained from brains 6 hr post-systemic treatment with MAM. Median response (O 6-mG DNA lesions per 108 normal nucleotides) given along with estimated standard error of median in square brackets. Tests compare median number of O 6-mG DNA lesions per 108 normal nucleotides between Mgmt−/− and wild type mice; reported test statistic (TS) is distributed approximately as F(1,28).

|  |  | Time (hours) | | | |
| --- | --- | --- | --- | --- | --- |
| Laboratory | Genotype/Test | 6 | 24 | 48 | 168 |
| FHCRC | *Mgmt ^-/-^* | 41.9 [4.55] | ---* | 41.8 [4.55] | 32.9 [4.55] |
|  | Wild type (wt) | 13.9 [4.55] | 13.1 [4.55] | 12.8 [5.63 | 10.7 [4.55] |
|  | *Mgmt ^-/-^* vs wt | TS=19.6, p<0.001 | ---* | TS=16.5, p<0.001 | TS=7.32, p<0.001 |
| OHSU | *Mgmt ^-/-^* | 21.5 [4.56] | 23.1 [4.55] | 47.9 [4.55] | 41.1 [4.55] |
|  | Wild type (wt) | 15.5 [5.63] | 13.9 [4.55] | 11.1 [4.55] | 10.0 [4.55] |
|  | *Mgmt ^-/-^* vs wt | TS=0.50, p=0.484 | TS=2.99, p=0.095 | TS=16.5, p<0.001 | TS=23.1, p<0.001 |

* all three samples contained no detectable adducts, suggesting erroneous samples

How the deposited data were processed for this re-analysis (not part of the article)

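The data are 94 Affymetrix Mouse Genome 430 2.0 arrays of half-brains of male wt and Mgmt-/- mice, taken 6, 24, 48 or 168 hr after vehicle or 20 mg/kg MAM. Each of the 16 groups has 6 animals, except wt vehicle at 48 hr and wt MAM at 168 hr with 5. The authors computed 1 log2 value per probe set and array by RMA (background correction, quantile normalization and median polish) with the affy package. Its version, and whether all arrays were normalized together, are not given in the sources used here. The deposited log2 values were used as they are. The file holds 45101 probe sets with 0 missing values, of which 34958 name 1 gene (18194 genes), 932 name several and the rest of the 10143 without a single symbol name none. Each array gives 1 value per probe set, and the number of arrays limits the precision.

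The animal numbers fall into 2 sets within each genotype, each with 3 animals of most groups, and these number sets were taken as the 2 laboratories. Each time point was fitted alone with limma 3.58.1 in R 4.3.3 (data.table 1.17.8), with terms for genotype, treatment, their interaction and laboratory. Probe sets were kept where the joint F test of the 3 laboratory interactions in an ordinary linear model had p above 0.15. P values of the moderated test were adjusted by the Benjamini-Hochberg method within each time point and contrast, and a probe set was called at a false discovery rate of 0.05 and a fold change above 1.3 either way. A gene was called when any of its probe sets with 1 symbol was. These thresholds are the paper's, and the moderated test is used in place of the paper's ordinary one because groups hold 5 or 6 arrays. The contrasts were MAM against vehicle in each genotype, the interaction, and Mgmt-/- against wt in vehicle and after MAM. The union over time points counts each gene once. Where settings are compared, the genes called are given as percent of all genes named by a probe set with 1 symbol, the same number in every setting. A fit of all 94 arrays without the laboratory filter gave the effect averaged over the 4 time points. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

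The genes named were chosen by a rule: Mgmt, the 10 largest rises and falls per contrast and time point among called genes with the same direction in both number sets (or the 5 smallest p values where fewer than 5 are called), every gene the paper names or draws in Figs. 3 to 7, the called members and the 2 to 4 largest changes of each gene list, and the 10 largest called changes each way of Tables S2 and S3. The paper's lists had been seen when the rule was written. Human symbols of the paper were matched to mouse genes by symbol. Altogether 42 gene lists, covering DNA damage and repair, the signaling pathways of the paper, stress and hormone responses, cell types, brain regions, other tissues and controls, were tested with camera (correlation 0.01) on 1 probe set per gene, the one with the highest mean, without the laboratory filter. Their p values were adjusted over the lists of a contrast and time point, and list members were also counted after adjustment over the list alone. That count uses the same 1 probe set per gene, while a member is called when any of its probe sets is. The 2 counts can therefore differ by probe set as well as by adjustment. Lists can hold genes that the authors chose on these samples, so members called are not independent evidence. The RNA 3'/5' index is the mean 3' minus 5' log2 value of the Gapdh and beta-actin control probe sets, and its differences were tested by exact permutation within number sets. Samples, comparisons, lists, named-gene rule and alternatives were fixed before the data were examined.

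The calculation was tested on simulated data with the same groups (at 168 hr without animal A343) and 45101 probe sets, where 100 probe sets were changed by 1.5-fold and 100 by 2-fold in Mgmt-/- MAM arrays alone. For MAM against vehicle in Mgmt-/- brain, 86.5, 82.6, 87.8 and 84.9% of the kept changed probe sets were called at a 1.5-fold change in the designs of 6, 24, 48 and 168 hr, and 100, 97.5, 97.8 and 100% at a 2-fold change. For the interaction the shares were 50.6, 59.3, 54.4 and 65.1% and 89.5, 91.4, 88.9 and 95.3%. Unchanged probe sets called numbered 3, 2, 4 and 4 and 2, 7, 3 and 6, and 0, 0, 0 and 0 in wt brain. The simulated laboratories did not differ in their effects, so that 84.8, 84.8, 85.3 and 85.2% of the probe sets passed the laboratory filter, against 39.3, 47.9, 78.8 and 71% of the real ones. The 1 list shifted by 0.3 was found at each time, with 0 others. The few false calls and the clean list result need not carry over to the real data. There, exchanged labels called up to 5.9% of the genes at 6 hr. With an estimated correlation between genes, 16 of 138 list results kept their side of the threshold.

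The alternatives tried were no laboratory filter, a filter on each laboratory interaction, the ordinary linear model, no fold threshold, removal of the dimmer probe sets, no laboratory term, laboratories crossed with genotype, each number set alone, all arrays in 1 fit, only the 2 groups compared, the RNA 3'/5' index as a covariate, array weights, cyclic loess normalization and leaving out each array in turn. For the lists they were camera with an estimated correlation, fry, all probe sets of a gene, the index, the single number sets and cyclic loess. Settings without animal A343, whose array carries liver transcripts, and the index as a covariate for the comparisons between genotypes were added after the data were seen. Chance was examined with 100 splits of the samples within number sets, drawn with a fixed seed.

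Animals are named by the number in their sample title with the letter A in front (A343). No 2 groups share an animal number, so no animals were paired. The liver arrays, lesion levels per animal, category scores and binding sites of transcription factors were not analysed here. Some genes drawn in the paper's figures are not reported here.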

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

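The tests of RNA quality, liver RNA, whole transcripts and time of day given here were chosen only after the result was seen. The splits of the samples were set earlier, except for their use without animal A343. Over 3 measures, 48 sets of arrays (1 group and 1 measure each) were examined, and in 10 of them 1 array stood far from the others, where chance gives about 1 in 20. The RNA 3'/5' index stood apart for animal A329 (Mgmt-/- MAM, 6 hr, 0.750 against 0.570 to 0.625 in the others) and animal A343 (Mgmt-/- MAM, 168 hr, 0.913 against 0.471 to 0.553). The median log2 value of the liver genes stood apart for animals A123 (wt vehicle, 168 hr, 6.854 against 4.260 to 4.938), A127 (wt MAM, 6 hr, 5.184 against 4.186 to 4.559), A145 (wt MAM, 168 hr, 4.944 against 4.138 to 4.269) and A343 (Mgmt-/- MAM, 168 hr, 13.594 against 4.344 to 5.277). The median correlation with the other arrays of the group stood apart for animals A113 (wt vehicle, 48 hr, 0.989 against 0.993 to 0.995), A123 (wt vehicle, 168 hr, 0.991 against 0.993 to 0.994), A337 (Mgmt-/- MAM, 48 hr, 0.988 against 0.994 to 0.995) and A343 (Mgmt-/- MAM, 168 hr, 0.741 against 0.986 to 0.994). Animals A903 and A905 (Mgmt-/- vehicle, 6 hr, number set 2) lay apart together, with 0.974 and 0.972 against 0.988 to 0.989 in the others. They were not flagged. All of these arrays except that of animal A343 stayed in every result outside the tests that leave out 1 array.

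On the array labelled with animal A343, 12 of 12 measured liver genes were above the highest of the 93 other arrays, and 15 of 15 neuron genes were below the lowest. Alb had 14.05 against at most 10.66 and Snap25 4.50 against at least 12.89 log2 units. Brain RNA of low quality is argued against by the liver genes, whose median exceeded the highest of the other arrays by 6.740. A candidate explanation is RNA of liver in place of brain on this array, and at which step it entered stays open. No biological explanation was tested.

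Most probe sets called in Mgmt-/- brain at 6, 24 and 48 hr after MAM were lower. A fall of the whole transcript is argued against for these genes as a set. Their brightest other probe sets had medians of 0.000, -0.004 and 0.000, where the called ones had -0.511, -0.565 and -0.623 log2 units. For single genes it stays open, since 25, 16 and 11 of these other probe sets were lower at unadjusted p under 0.05. RNA quality cannot be told apart from the treatment, since the RNA 3'/5' index itself was higher after MAM in these groups. Among 47 vehicle arrays 98.2, 98.5 and 98.7% of the probe sets called lower declined with a rising index within groups. Of those called higher, 83.8, 88.2 and 77.8% had a slope of the same sign as their change. Of the other probe sets tested, which changed in either direction, 63.9, 65.9 and 63.5% had a slope of the same sign as their change. For the probe sets called lower, the median slope times the difference in index comes to -0.31, -0.25 and -0.20. With the index as a covariate the medians went from -0.48, -0.56 and -0.64 to -0.32, -0.49 and -0.61 and the median SE from 0.11, 0.11 and 0.12 to 0.17, 0.16 and 0.16. Most calls ended with the smaller change and the larger SE at 6 hr, and at 48 hr, where the median hardly moved, with the larger SE. How much each of them ended calls was not separated, and an effect of MAM on part of each transcript stays open, as untested.

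The glucocorticoid-responsive genes, which the paper does not discuss, were higher in Mgmt-/- brain 168 hr after MAM without animal A343 (median 0.427, or 0.540 in number set 1 and 0.408 in number set 2, against 0.052 in wt brain). At 6 hr the medians were 0.25 in Mgmt-/- and 0.15 in wt brain (adjusted p = 0.98 and 0.91, camera with an estimated correlation), and number set 2 alone turned both, to -0.132 and -0.074. Over both number sets the RNA 3'/5' index differed little between these Mgmt-/- groups (-0.037, exact permutation p = 0.68), but within the sets it moved in opposite directions. In number set 1 the MAM arrays had 0.471 and 0.514 against 0.581 to 0.792 in vehicle. In number set 2 the MAM arrays had 0.510 to 0.553 against 0.393 to 0.493 in vehicle. The median of the list was 0.423 with the index as a covariate (adjusted p = 3.8e-31, camera). The list rose in both number sets (0.540 and 0.408), although the index moved in opposite directions. For these genes this argues against RNA quality, as the index follows it, as the source of the rise in both sets. RNA quality that the index does not follow was not tested. Traces of liver RNA are argued against, because the median gene of the list would need 12.3% of such RNA and the liver genes leave room for at most 0.0659%. Chance can be excluded, the real median being matched by no other split (1 of 100 with the real one) and the highest other being 0.399. Another time of day at sampling cannot be told apart, as the 15 circadian genes outside the list had a median absolute change of 0.123 and the hour of sampling per animal was not used here, and a response to glucocorticoids after MAM may be a biological explanation that stays untested.

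The response to MAM differed between wt and Mgmt-/- brain, by a test of the difference itself, for 21, 9, 276 and 1 genes at 6, 24, 48 and 168 hr and for 19 at 168 hr without animal A343. Chance can be excluded at each time, since 1 of 100 splits of the samples, the real one, called as many, and the highest other splits called 2, 0, 0, 0 and 0. The 1 gene at 168 hr is Etnppl (1.30), an enzyme of phospholipid metabolism in astrocytes. Leaving out 1 array gave 4 (animal A949) to 71 (animal A725) genes at 6 hr, 0 to 19 (animal A907) at 24 hr and 144 (animal A717) to 744 (animal A317) at 48 hr.

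For MAM against vehicle in Mgmt-/- brain chance cannot be excluded at 6 hr, where 6 of 100 splits called as many genes as the real one (1.54% of all genes) and the highest other called 5.9%. That split keeps number set 2 and exchanges vehicle and MAM within number set 1, so it follows the laboratories and points to a structure of the samples (within the sets the real labels gave 2.64 and 25.9%). Chance can be excluded at 48 hr (1 of 100, real 0.742%, highest other 0.143%). It is not clearly excluded at 24 hr (4, 0.682%, 3.31%) and 168 hr (3, 0.044%, 0.291%, or 4, 0.709%, 4.2% without animal A343). Few splits called as many genes there, but some wrong labels gave more calls than the real ones. The highest other splits at 24 and 168 hr call several times the real count, which also points to a structure of the samples. At 168 hr they part the number sets, with nearly all labels of number set 1 exchanged and those of number set 2 kept once animal A343 is left out. In wt brain the real count was 0 with limma at each time, so that 100 of 100 splits necessarily called as many and the splits decide nothing there, with 0, 25, 46, 0 and 0 genes in the highest others (unadjusted p under 0.05 for 990, 1560, 5356 and 644 probe sets at 6, 24, 48 and 168 hr and for 1285 at 168 hr without animal A343, and 0 genes at each time with an ordinary linear model).

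Between the genotypes in vehicle chance is not clearly excluded at 6 hr, where a wrong split called more genes than the real one (2 of 100, real 522, highest other 987). Chance can be excluded at 24 hr (1, 749, 0), 48 hr (1, 863, 1) and 168 hr (1, 4, 0, or 1, 24, 8 without animal A343). The highest other split at 6 hr again exchanges the labels within number set 1 alone. After MAM it can be excluded at 6 hr (1 of 100, real 978, highest other 853), 24 hr (1, 926, 754), 48 hr (1, 2416, 257) and 168 hr (1, 77, 8, or 1 of 60 splits, 409, 52 without animal A343).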

How the results depend on the processing

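The settings that leave out animal A343 together with another choice, the list settings without animal A343 and the settings for the comparisons between genotypes were chosen only after the result was seen. The number of arrays limits the precision of every value. No paired analysis was possible because the animal numbers differ between all groups, so that no 2 groups share a number. Apart from the settings below, the counts in each setting stayed within 1.5 times the reported ones. The cause of the differences was not tested. By construction the single number sets use fewer arrays and no laboratory filter, the fits of 2 groups use fewer arrays and a filter of their own and the removal of dim probe sets tests fewer probe sets, and the larger shares in number set 2 alone are not explained by fewer arrays.

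Genes called are given as percent of all 18194 genes. The reported shares at 6, 24, 48 and 168 hr were 1.54, 0.682, 0.742 and 0.044% in Mgmt-/- brain and 0.115, 0.0495, 1.52 and 0.0055% for the interaction, with 0 in wt brain, and over the time points 2.36% in Mgmt-/- brain, 1.67% for the interaction and 3.2% in either set. Without the laboratory filter 2.62, 1.27, 1.23 and 0.11% were called in Mgmt-/- brain at 6, 24, 48 and 168 hr and 0.022 and 0.0055% for the interaction at 6 and 24 hr (over the time points 3.8% in Mgmt-/- brain and 4.84% in either set). With neither laboratory term nor filter 1.09 and 1.15% were called in Mgmt-/- brain at 24 and 48 hr and 0.0165 and 0% for the interaction at 6 and 24 hr. With each of the 3 laboratory interactions required to pass 0.209% were called for the interaction at 6 hr. With the laboratories crossed with genotype 0.022 and 0% were called for the interaction at 6 and 24 hr. In number set 1 alone 2.64, 2.38 and 0% were called in Mgmt-/- brain at 6, 24 and 168 hr and 0, 0, 0.0769 and 0% for the interaction at 6, 24, 48 and 168 hr (over the time points 5.04% in Mgmt-/- brain, 0.0769% for the interaction and 5.04% in either set). In number set 2 alone 25.9, 8.58, 0.203 and 5.17% were called in Mgmt-/- brain at 6, 24, 48 and 168 hr, 1.49 and 3.12% in wt brain at 24 and 48 hr and 1.43, 0.588 and 0.632% for the interaction at 6, 24 and 168 hr (over the time points 31.2% in Mgmt-/- brain, 4.44% in wt brain, 3.3% for the interaction and 31.6% in either set). With an ordinary linear model 0.253% were called in Mgmt-/- brain at 48 hr and 0.022 and 0.517% for the interaction at 24 and 48 hr (over the time points 0.687% for the interaction and 2.12% in either set). With the dimmer part of the probe sets removed 0.0824% were called in Mgmt-/- brain at 168 hr and 0.379 and 0.0824% for the interaction at 6 and 24 hr. When only the 2 groups compared entered the fit, 0% were called in Mgmt-/- brain at 168 hr. With the RNA 3'/5' index as a covariate 0.0385, 0.0715, 0.11 and 0.22% were called in Mgmt-/- brain at 6, 24, 48 and 168 hr and 0.187, 0 and 0.286% for the interaction at 6, 24 and 48 hr (over the time points 0.418% in Mgmt-/- brain, 0.478% for the interaction and 0.758% in either set). With array weights 1.15% were called in Mgmt-/- brain at 168 hr, 0.291, 0.945 and 0.066% in wt brain at 24, 48 and 168 hr and 0.572, 0.269, 4.09 and 0.17% for the interaction at 6, 24, 48 and 168 hr (over the time points 3.73% in Mgmt-/- brain, 1.27% in wt brain, 4.83% for the interaction and 6.85% in either set). After cyclic loess normalization 0.0165 and 0.0055% were called in wt brain at 24 and 48 hr and 0.0275% for the interaction at 6 hr (over the time points 0.022% in wt brain). With all 94 arrays in 1 fit 0.907, 0.258, 0.258 and 6.36% were called in Mgmt-/- brain at 6, 24, 48 and 168 hr, 0.0055% in wt brain at 48 hr and 0.022, 0 and 0.506% for the interaction at 6, 24 and 48 hr (over the time points 7.28% in Mgmt-/- brain, 0.0055% in wt brain, 0.533% for the interaction and 7.52% in either set). Without the fold threshold 4.31 and 1.12% were called in Mgmt-/- brain at 6 and 24 hr (over the time points 5.39% in Mgmt-/- brain and 6.14% in either set). Where a setting called 0 genes with limma, the probe sets at unadjusted p under 0.05 made up 3.67% (Mgmt-/- brain, 168 hr) and 12.2%, 8.05% and 2.13% (interaction at 6, 24 and 168 hr) in number set 1, 4.07% with only the 2 groups at 168 hr, and for the interaction at 24 hr 4.74% with neither laboratory term nor filter, 5.78% with crossed laboratories, 5.95% with the index and 4.18% with all arrays.

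Without animal A343 and with the RNA 3'/5' index 0.813% were called in Mgmt-/- brain at 168 hr and 0.0879% for the interaction at 168 hr (over the time points 0.995% in Mgmt-/- brain, 0.561% for the interaction and 1.32% in either set). Without animal A343 and with an ordinary linear model 0.467% were called in Mgmt-/- brain at 168 hr and 0.0495% for the interaction at 168 hr (over the time points 0.731% for the interaction). Between the genotypes, the RNA 3'/5' index as a covariate gave 1.84% in vehicle at 24 hr and 2.37, 0.802, 2.87 and 0.159% after MAM at 6, 24, 48 and 168 hr.

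Leaving out 1 array at a time (animal numbers follow the word without), the share of genes called in Mgmt-/- brain was 1.15 to 1.8% at 6 hr, 0.357 to 1.07% at 24 hr (0.357 without A911, 0.434 without A333, 0.445 without A309, 1.07 without A909), 0.456 to 1.41% at 48 hr (0.456 without A315 or A917, 1.41 without A317) and 0.0055 to 0.709% at 168 hr (0.0055 without A319, A919, A923, A967 or A971, 0.022 without A719 or A721, 0.0275 without A321 or A921, 0.148 without A969, 0.709 without A343). In wt brain it was 0 to 0.0769% at 24 hr (0.0055 without A335, 0.0385 without A107, 0.0495 without A131, 0.0769 without A109) and 0 to 1.14% at 48 hr (0.0055 without A965, 0.011 without A317 or A741, 0.055 without A337, 1.14 without A115). The interaction had 0.022 to 0.39% at 6 hr (0.022 without A949 or A951, 0.0275 without A125 or A729, 0.033 without A305, 0.0385 without A905, 0.044 without A105, A129 or A705, 0.0495 without A903, 0.055 without A703 or A727, 0.0715 without A303, 0.176 without A103, 0.231 without A701, 0.236 without A325, 0.352 without A327, 0.39 without A725). At 24 hr it had 0 to 0.104% (0 without A107, A109, A111, A307, A309, A311, A331, A333, A707, A709, A711, A731, A733, A735, A911, A955 or A959, 0.0055 without A135 or A909, 0.011 without A133, 0.104 without A907). At 48 hr it had 0.791 to 4.09% (0.791 without A717, 0.808 without A739, 0.923 without A137, 0.995 without A917, 2.72 without A115, 4.09 without A317) and at 168 hr 0.0055 to 0.104% (0.104 without A343). Over the time points the ranges were 2.09 to 2.97% in Mgmt-/- brain, 0 to 1.14% in wt brain, 0.945 to 4.22% for the interaction and 2.67 to 5.67% in either set. Between the genotypes, leaving out animal A343 gave 0.132% in vehicle and 2.25% after MAM at 168 hr. Fewer arrays enter these fits by construction, and why single arrays weigh so much was not tested.

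The direction of some list medians turned, in log2 units, and the cause was not tested. In number set 1 alone the interaction at 6 hr had cholesterol synthesis -0.084. In number set 2 alone the lists turned were glucocorticoid-responsive -0.132 in Mgmt-/- brain at 6 hr, glucocorticoid-responsive -0.074 in wt brain at 6 hr, cytosolic heat shock 0.078 and olfactory bulb 0.023 in wt brain at 24 hr, immediate early genes -0.018 for the interaction at 24 hr and cytosolic heat shock 0.013 in wt brain at 168 hr. At 168 hr, where the array of animal A343 belongs to number set 1, number set 2 alone gave ER chaperones -0.127, Wnt signaling 0.032, neurotrophin signaling 0.022, cholesterol synthesis -0.276, neurons 0.035, oligodendrocyte precursors -0.004 and striatum 0.172 in Mgmt-/- brain and ER chaperones -0.054, neurotrophin signaling 0.033, cholesterol synthesis -0.232, neurons 0.058 and striatum 0.171 for the interaction. Without animal A343 the medians that turned at 168 hr were ER chaperones -0.082, Wnt signaling -0.005, neurotrophin signaling -0.016, calcium and calmodulin signaling 0.005, cholesterol synthesis -0.302, neurons 0.004, astrocytes 0.048, cerebellum 0.007 and striatum 0.148 in Mgmt-/- brain and ER chaperones -0.038, cholesterol synthesis -0.319, astrocytes -0.014 and striatum 0.075 for the interaction, and camera with an estimated correlation uses the same medians. Adding the RNA 3'/5' index gave ER chaperones -0.103, Wnt signaling -0.012, neurotrophin signaling -0.004, calcium and calmodulin signaling -0.003, cholesterol synthesis -0.295, neurons 0.001, astrocytes 0.016, cerebellum 0.033 and striatum 0.134 in Mgmt-/- brain and ER chaperones -0.042, cholesterol synthesis -0.263 and striatum 0.026 for the interaction. Of 138 list results that passed, or passed without animal A343, 16 kept their side of the threshold with an estimated correlation and 20 with fry. With all probe sets of a gene 80.4% kept their call and direction, 17.4% lost the call, 2.17% gained it and 0 turned. With the RNA 3'/5' index 74.6% kept their call and direction, 19.6% lost the call, 5.8% gained it and 0 turned. After cyclic loess 74.6% kept their call and direction, 23.9% lost the call, 1.45% gained it and 0 turned. The single number sets kept 60.1 and 47.1% of them.

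Of the genes named, 144, 60 and 39 of 158, 70 and 94 results in Mgmt-/- brain at 6, 24 and 48 hr stayed called in the same direction with an ordinary linear model, 118, 52 and 86 after cyclic loess and 2, 10 and 17 with the RNA 3'/5' index. For the interaction at 48 hr they were 78, 105 and 44 of 130, at 24 hr 2, 5 and 0 of 9, and at 6 hr 14, 3 and 6 of 15. With the index, 8 genes turned from lower to higher in Mgmt-/- brain at 6 hr without a call: Sesn2 0.097, Map1b 0.247, Luc7l 0.038, Synj1 0.003, Adgra1 0.439, Ablim1 0.044, Itsn2 0.011 and Csgalnact1 0.028.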

Differences from the paper's values

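Only the settings without animal A343 were chosen after the values were seen. The paper reports 153 genes whose response to MAM differs between the genotypes, and 304 were called here at the paper's false discovery rate and fold thresholds, with limma's moderated test, which are 0.841% and 1.67% of all genes. Of the alternatives set before the data were examined, an ordinary linear model gave 0.687% of the genes, within 1.5 times the paper's value, and so did leaving out animal A137 (1.08%), A313 (1.21%), A315 (1.19%), A715 (1.22%), A717 (0.945%), A739 (0.962%), A917 (1.15%) and A963 (1.24%). The other alternatives differ by more: no laboratory filter 2.24%, each laboratory interaction required to pass 1.7%, dimmer probe sets removed 1.72%, neither laboratory term nor filter 1.94%, crossed laboratories 1.48%, number set 1 alone 0.0769%, number set 2 alone 3.3%, the RNA 3'/5' index 0.478%, array weights 4.83%, cyclic loess 1.62%, all arrays in 1 fit 0.533%, no fold threshold 1.68% and the other arrays left out singly 1.32 to 4.22%. Without animal A343, a setting chosen after seeing the values, an ordinary linear model gave 0.731% and lost 15 of the 85 Table S3 genes called, and the RNA 3'/5' index gave 0.561% and lost 47 of them.

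The paper lists Hba-a1, Prps1 and Trp53rkb (matched by symbol) among the genes changed in Mgmt-/- brain in Table S2, and they were not called here, while the other 179 of 182 were. The probe set with the smallest p had 0.20 at 48 hr for Hba-a1 and -0.30 at 6 hr for Prps1, both set aside by the laboratory filter, and 0.20 at 48 hr for Trp53rkb (adjusted p = 0.62, limma). Number set 2 alone calls Hba-a1. In Table S3 the paper lists Gng3, Gstm3 and Mydgf as differing between the genotypes, and Gstm3 also in Fig. 5, while the other 85 of 88 were called here. The interaction was -0.40 at 6 hr for Gng3 (adjusted p = 0.051), 0.39 at 48 hr for Gstm3 (adjusted p = 0.21) and -0.39 at 24 hr for Mydgf (adjusted p = 0.081). An ordinary linear model, the removal of dimmer probe sets and array weights call Gng3 and Mydgf, and the RNA 3'/5' index calls Gng3. Leaving out animal A103, A127, A301, A325, A327, A329, A701 or A725 calls Gng3, and leaving out animal A335 or A907 calls Mydgf. The settings without animal A343, chosen after seeing the values, call Gng3 with the index and both genes with an ordinary linear model.

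The paper states that the 2 study sites gave alike patterns of expression in wt animals at 6 hr. For brain, the MAM effects of the 2 number sets had a Pearson correlation of 0.149 over all probe sets and 0 genes were called in either set with limma, with 2.81% and 6.13% of the probe sets at unadjusted p under 0.05 and 0 genes by an ordinary linear model of both sets. Liver was not analysed here.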

Other observations

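Rbbp4, a histone chaperone, was lower in Mgmt-/- than in wt brain of vehicle animals by -2.31, -2.03 and -2.12 log2 units at 6, 24 and 48 hr, on a probe set whose brightest neighbor had -0.14, -0.10 and -0.15. Vapb, a tether of the endoplasmic reticulum mutated in a familial motor neuron disease, had -1.94 at 6 hr and -1.80 at 48 hr, and Ap2b1, an adaptor of endocytosis, had -1.76 at 6 hr and -1.54 at 168 hr. Cpeb2 had -2.33 at 24 hr and Gja1, the connexin of astrocytes, -1.48 at 48 hr. Nudt21, a factor that chooses polyadenylation sites, had 1.66 at 48 hr and Akap13, an anchor of protein kinase A, 0.89 and 0.78 at 6 and 24 hr. The GABA-A receptors were lower in Mgmt-/- vehicle brain at 6 hr (median -0.23, adjusted p = 9.7e-05, 0.21 with an estimated correlation) and 24 hr (median -0.33, adjusted p = 5.6e-06, 0.014 with an estimated correlation), with 4 called at 24 hr and 7 when adjusted over the list alone. The oligodendrocytes list (median -0.30, adjusted p = 3.9e-05, 0.43 with an estimated correlation) and the ER chaperones (median -0.16, adjusted p = 3.9e-05, 0.23 with an estimated correlation) were lower at 6 hr. The RNA 3'/5' index of vehicle arrays was itself higher in Mgmt-/- than in wt brain, with means of 0.434 (SD 0.016) against 0.313 (SD 0.024) at 6 hr and 0.481 (SD 0.037) against 0.327 (SD 0.036) at 24 hr, so this sign of RNA quality moves with genotype here. In vehicle the genotypes differed for 522 (142 higher and 385 lower) genes at 6 hr, 749 (184 higher and 566 lower) at 24 hr, 863 (318 higher and 552 lower) at 48 hr and 4 at 168 hr (Ap2b1, Tmem242, Rnf214 and Zfp932), or 24 there without animal A343. After MAM they differed for 978, 926, 2416 and 77 genes (409 without animal A343), among them Sult1a1 (2.01) and Etnppl (1.56) at 168 hr without that array. With the index as a covariate the genotypes differed for 334 genes in vehicle at 24 hr and for 431, 146, 523 and 29 after MAM at 6, 24, 48 and 168 hr.

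In Mgmt-/- brain after MAM, several cell type and region lists passed camera, and none of those named here passed with an estimated correlation. The immediate early genes were lower at 48 hr (median -0.27, adjusted p = 2.7e-08, 0.59 with an estimated correlation), with 0 members called over all genes by limma and 8 lower when adjusted over the list alone. The microglia list was lower at 24 hr (median -0.17, adjusted p = 0.0014, 0.73 with an estimated correlation), 48 hr (median -0.13, adjusted p = 8.2e-04, 0.59 with an estimated correlation) and 168 hr without animal A343 (median -0.21, adjusted p = 7.2e-06, 0.33 with an estimated correlation), and so was the hypothalamus list at 6 hr (median -0.23, adjusted p = 0.0031, 0.94 with an estimated correlation) and at 168 hr without that array (median -0.24, adjusted p = 6.2e-04, 0.31 with an estimated correlation). The choroid plexus list was lower at 24 hr (median -0.15, adjusted p = 0.0014, 0.79 with an estimated correlation), and the cerebellum (median -0.13, adjusted p = 1.0e-04, 0.59 with an estimated correlation) and thalamus (median -0.10, adjusted p = 0.024, 0.59 with an estimated correlation) lists were lower at 48 hr. The cold-inducible genes Cirbp and Rbm3 were lower at 6 hr (median -0.82, adjusted p = 0.036, 0.36 with an estimated correlation), and the cytosolic heat shock genes at 48 hr (median -0.07, adjusted p = 0.0022, 0.59 with an estimated correlation).

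At 168 hr without animal A343 the endothelium (median -0.15, adjusted p = 0.011, 0.31 with an estimated correlation), neuroblasts (median -0.16, adjusted p = 0.037, 0.70 with an estimated correlation) and oligodendrocytes (median -0.12, adjusted p = 0.045, 0.70 with an estimated correlation) lists were lower, while the striatum (median 0.15, adjusted p = 0.0012, 0.31 with an estimated correlation) and circadian (median 0.13, adjusted p = 0.0018, 0.20 with an estimated correlation) lists were higher. The interferon response genes were higher at 48 hr (median 0.11, adjusted p = 0.016, 0.59 with an estimated correlation). At none of the 4 times (168 hr without animal A343) did the neurons, astrocytes, reactive astrocytes, oligodendrocyte precursors, red blood cells, pituitary or olfactory bulb lists pass in Mgmt-/- brain, with adjusted p of 0.84, 0.53, 0.51, 0.85, 0.29, 0.66 and 0.86 at 48 hr.

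Of the genes drawn in Fig. 7, 34 of 34 with a probe set were called for the interaction (31 more negative and 4 more positive in Mgmt-/-) and 24 in Mgmt-/- brain. The authors chose these genes on the same samples, so the counts are not independent evidence, and the binding sites of transcription factors were not analysed here. The arrays of animals A707 (wt vehicle, 24 hr) and A727 (wt MAM, 6 hr) had a correlation of 0.9992 and a root mean square difference of 0.091 log2 units, where the next closest arrays had 0.152, and both arrays were kept. Whether both carry the same RNA was not tested. Without animal A727 the interaction had 10 genes in place of 21 at 6 hr, and without animal A707 it had 0 with limma in place of 9 at 24 hr. Between the number sets, the MAM effects over all probe sets had correlations of -0.043, 0.310 and 0.078 in wt brain at 24, 48 and 168 hr. In Mgmt-/- brain the sets of genes called at 6, 24 and 48 hr in both number sets held 208, 96 and 10 genes, where chance gives 124, 37.2 and 0.336, and 66, 51 and 9 of them moved in the same direction in both sets.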
